# Differential aging of growth plate cartilage underlies differences in bone length and thus helps determine skeletal proportions

**DOI:** 10.1371/journal.pbio.2005263

**Published:** 2018-07-23

**Authors:** Julian C. Lui, Youn Hee Jee, Presley Garrison, James R. Iben, Shanna Yue, Michal Ad, Quang Nguyen, Bijal Kikani, Yoshiyuki Wakabayashi, Jeffrey Baron

## Abstract

Bones at different anatomical locations vary dramatically in size. For example, human femurs are 20-fold longer than the phalanges in the fingers and toes. The mechanisms responsible for these size differences are poorly understood. Bone elongation occurs at the growth plates and advances rapidly in early life but then progressively slows due to a developmental program termed “growth plate senescence.” This developmental program includes declines in cell proliferation and hypertrophy, depletion of cells in all growth plate zones, and extensive underlying changes in the expression of growth-regulating genes. Here, we show evidence that these functional, structural, and molecular senescent changes occur earlier in the growth plates of smaller bones (metacarpals, phalanges) than in the growth plates of larger bones (femurs, tibias) and that this differential aging contributes to the disparities in bone length. We also show evidence that the molecular mechanisms that underlie the differential aging between different bones involve modulation of critical paracrine regulatory pathways, including insulin-like growth factor (Igf), bone morphogenetic protein (Bmp), and Wingless and Int-1 (Wnt) signaling. Taken together, the findings reveal that the striking disparities in the lengths of different bones, which characterize normal mammalian skeletal proportions, is achieved in part by modulating the progression of growth plate senescence.

## Author summary

The various bones found in human extremities vary dramatically in size. For example, the femur in the thigh is approximately 20 times longer than the phalanges of the toes. The mechanisms that regulate how much a particular bone grows to attain the skeletal proportions of each animal remain mostly unknown. In this study, we sought to uncover these mechanisms and found that this scaling in skeletal size is achieved in part by modulating the rate of aging of growth plates in different bones. Bone elongation occurs at the cartilaginous growth plates and proceeds rapidly in early life but slows and eventually stops due to a developmental program termed “growth plate senescence,” which is used to describe the gradual decline in growth plate function with age. We discovered that this developmental program is more advanced in shorter bones than in longer bones and that this differential aging contributes to the disparities in bone growth. We show that the molecular mechanisms that underlie this differential aging between bones involve differential expression of specific local signaling pathways, which regulate cell proliferation and differentiation in the growth plate. Taken together, we conclude that the striking disparities in the lengths of different bones—characteristic of normal mammalian skeletal proportions—are achieved in part by modulating the progression of aging in the growth plates.

## Introduction

Bone elongation is driven by endochondral ossification that takes place at the growth plate, a cartilaginous structure found near the ends of long bones [1,2]. Each growth plate is composed of 3 histologically distinct zones. The resting zone, which lies closest to the end of the bones, consists of small, round progenitor chondrocytes with a finite capacity to self-renew [3]. These cells give rise to columnar clones of flat, rapidly proliferating chondrocytes in the proliferative zone. Proliferative chondrocytes undergo terminal differentiation into hypertrophic zone chondrocytes, which reside in the region nearest to the center of the bone. Hypertrophic chondrocytes either transdifferentiate into bone-forming osteoblasts [4] or undergo apoptosis, leaving a cartilage matrix scaffold that is remodeled into bone by invading osteoblasts and osteoclasts. The rate of long bone elongation (length/time) is primarily determined by the rate of chondrocyte proliferation (cells/time) per column multiplied by the cell height (length/cell) achieved after chondrocyte hypertrophy [5,6]. During infancy, the growth plate functions robustly, causing rapid bone lengthening. However, with age, bone growth gradually slows and eventually ceases due to a developmental program termed “growth plate senescence,” which involves a progressive decline in growth plate function and extensive structural and molecular changes in the growth plate [7].

During mammalian embryonic development, all long bones form from mesenchymal condensations of similar size [8,9]. However, different long bones diverge in growth rate, ultimately leading to dramatic differences in bone length. For example, adult human femurs are more than 10 times longer than the phalanges of the fingers and toes [10]. In the current study, we sought to explore the mechanisms that underlie the dramatic differences in growth rates and lengths of different long bones by comparing growth plates in shorter bones (metacarpals and proximal phalanges) versus growth plates of longer bones (distal femurs and proximal tibias) in 2 species, the mouse and the rat, at the cellular and molecular levels.

## Results

As expected, the rates of bone elongation at the proximal tibia and the distal femur, measured by calcein labeling, were greater than those of the metacarpal bones and proximal phalanges (Fig 1A and 1D). Some previous studies have attributed these differences in growth rate between bones to differences in the size attained by the hypertrophic chondrocytes of the growth plate [11,12]. However, the rate of bone elongation is also dependent on chondrocyte proliferation and is approximated by the height of the terminal hypertrophic chondrocyte in the column multiplied by the chondrocyte proliferation rate per cell column [5,6]. We therefore asked whether differences in proliferation rates between bones might also contribute to differences in growth rate. We found that, in mouse, both the height of the terminal hypertrophic cell (Fig 1B and 1C, upper panel) and the proliferation rate per column (Fig 1C, middle panel and S1 Fig) were diminished in the metacarpal and proximal phalangeal growth plates compared with the proximal tibial and distal femoral growth plates, and the disparities in the proliferation rate were greater than the disparities in cell size (Fig 1C and S1 Table). For example, in the 1-week mouse, the metacarpal bone growth rate was 49% of the tibial bone growth rate, and the proliferation rate per column in the metacarpal growth plate was 46% that of the tibial growth plate (see S1 Table). In contrast, there was little difference in hypertrophic cell size between the 2 bones at that same time point. A similar pattern was found in the rat (S2 Fig, S2 Table). Thus, the proliferation rate per column appears to be the dominant factor involved. Although the proliferation rate per column differed markedly between bones, the proliferation rates per cell (5-bromo-2-deoxyuridine [BrdU] labeling index) were similar (S3 Fig). We next analyzed the BrdU labeling index at each position along the chondrocyte columns (proliferation profile). We found that, in the tibial and femoral growth plates, proliferation extended farther down the columns compared with the metacarpals and phalanges (Fig 1D and S4 Fig). These findings suggest that a chondrocyte near the top of the growth plate in the larger bones would go through more rounds of cell division before slowing and ceasing proliferation compared with the smaller bones.

**Fig 1:**
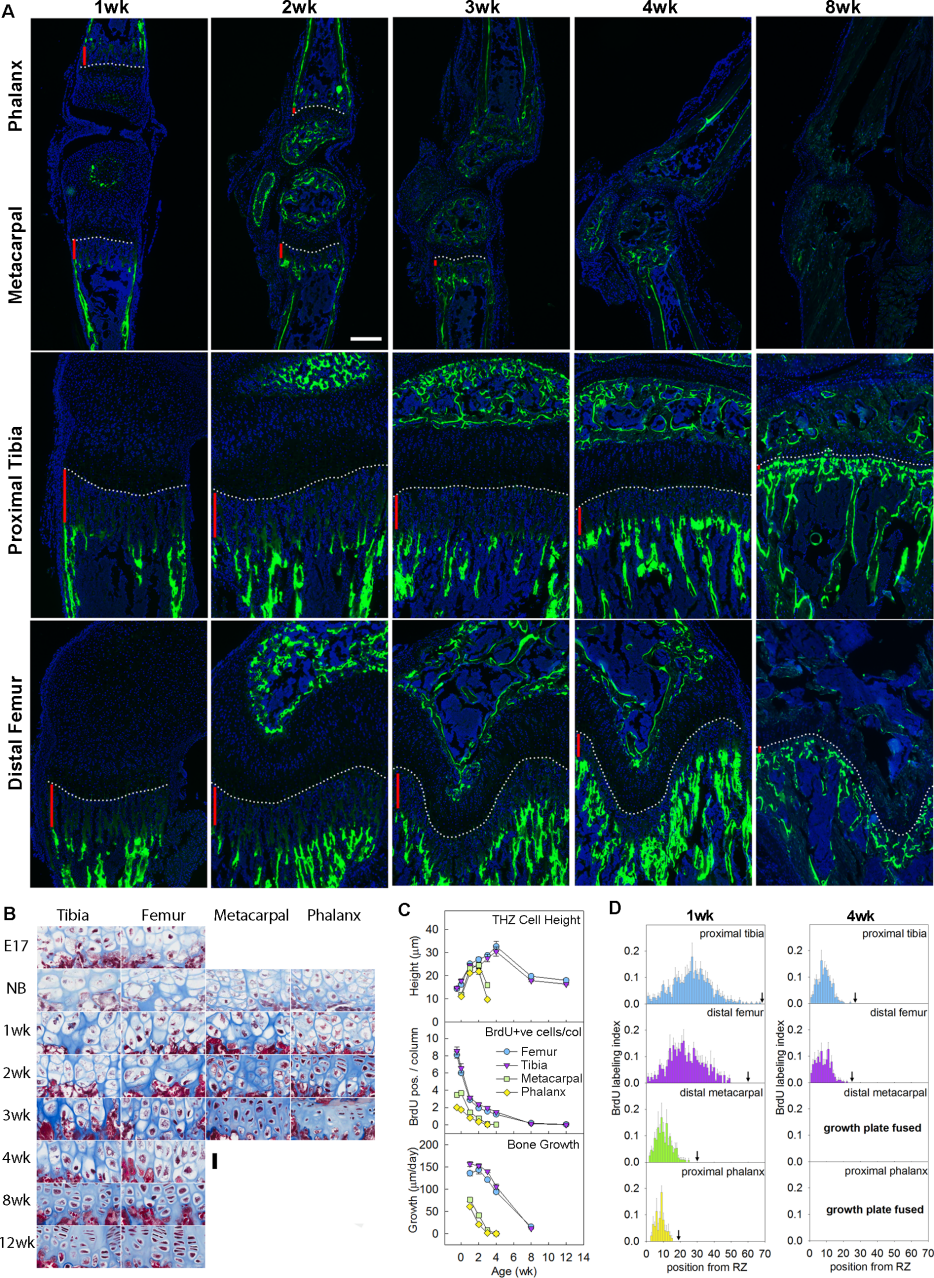
Disparities in chondrocyte proliferation, chondrocyte hypertrophy, and bone growth rate between shorter and longer bones. (A) Fluorescent images of proximal tibias, distal femurs, distal metacarpals, and proximal forelimb phalanges from mice at various postnatal ages. Rate of longitudinal bone growth was determined from the distance (vertical red bars) between the chondro-osseous junction (white dotted line) and the calcein-labeled (fluorescent green) bone. DAPI was used for counterstain. Scale bar, 200 μm. (B) Masson Trichrome–stained histological sections of hypertrophic zone of proximal tibias, distal femurs, distal metacarpals, and proximal forelimb phalanges, from C57BL/6 mice at E17.5 and various postnatal ages. Hypertrophic cell height diminished earlier in the metacarpals and phalanges. Scale bar, 30 μm. (C) Quantitative histological measurements of TH cell height (upper panel) and number of BrdU-labeled cells per column in the proliferative zone (middle panel), and rate of bone growth measured by calcein-labeling (lower panel). (D) Position-specific BrdU labeling indices of proliferative zone of proximal tibias, distal femurs, distal metacarpals, and proximal forelimb phalanges in 1- and 4-week-old mice. Cell position 1 denotes the proliferative chondrocyte closest to the resting zone, and black arrow indicates the cell position where the proliferative zone ends and the pre-hypertrophic region starts. Position-specific BrdU labeling indices at other time points are depicted in S4 Fig. Raw values for Fig 1C and 1D are available in S1 Data. BrdU, 5-bromo-2-deoxyuridine; E17.5, embryonic day 17.5; TH, terminal hypertrophic.

We noticed that the time course of the bone growth rate (Fig 1C, bottom panel), the proliferation rate per column (Fig 1C, middle panel), and the proliferation profile (Fig 1D and S4 Fig) in smaller bones approximately paralleled the time course in the larger bones but appeared to be either left-shifted and/or down-shifted. We hypothesized that a left-shift may have occurred because the developmental program of growth plate senescence is more advanced in shorter bones. Growth plate senescence is characterized not only by a decline in proliferation rates but also by a gradual structural involution of the growth plate, including declines in the overall height of each growth plate zone and the number of chondrocytes in each zone. Consistent with our hypothesis, all of these senescent changes were more advanced in the metacarpals and the proximal phalanges compared with the distal femurs and proximal tibias (Fig 2A), such that the time courses for the shorter bones were shifted to the left (Fig 2B–2G, S4 Fig). Prior studies indicate that, when the growth rate of the growth plate approaches 0, the cartilaginous growth plate is replaced by bone [13]. This final stage of growth plate senescence—termed “epiphyseal fusion”—occurred earlier in the shorter bones (2–3 weeks of age) than in the longer bones (unfused at 12 weeks, the last time point studied) (Fig 2A), further confirming that the overall senescence program occurs earlier in shorter bones. We similarly analyzed skeletal maturation in the rat and found that all functional and structural makers of growth plate senescence studied were more advanced in metacarpals and phalanges than in tibias and femurs (S2 Fig) and that fusion occurred earlier in the shorter bones. Taken together, these observations demonstrate that growth plate senescence is more advanced in the shorter bones, thus explaining the slower growth rate and diminished length.

**Fig 2:**
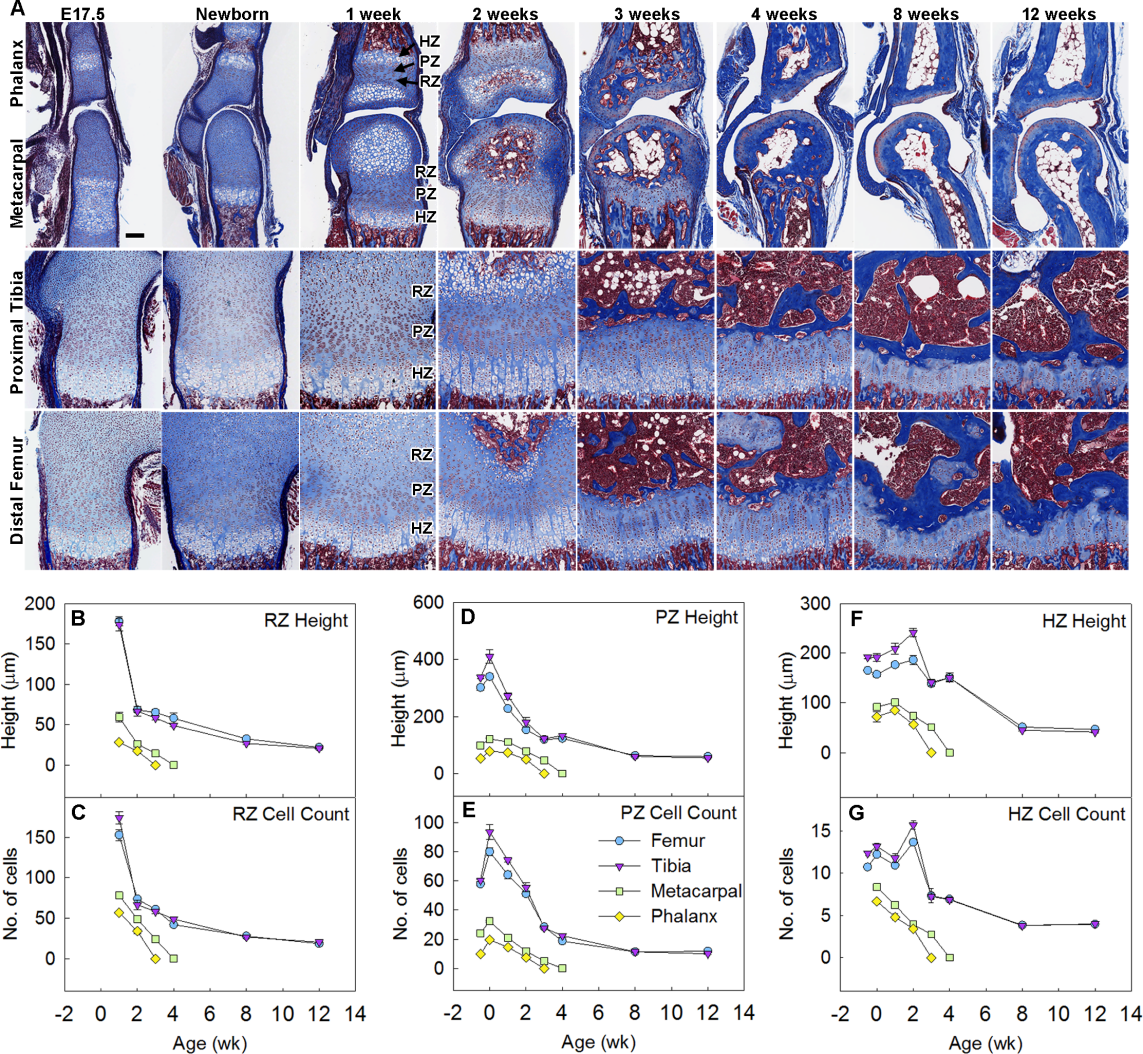
Growth plate senescence is more advanced in shorter bones than in longer bones. (A) Masson Trichrome–stained histological sections of proximal tibias, distal femurs, distal metacarpals, and proximal forelimb phalanges from C57BL/6 mice at various ages. Cartilage matrix stains light blue; bone matrix, dark blue. Epiphyseal fusion (disappearance of growth plate) occurs at approximately 3 weeks in phalanges and 4 weeks in metacarpals but has not yet occurred at 12 weeks in tibias or femurs. Scale bar, 100 μm. (B–G) Quantitative histological measurements of RZ height (panel B) and cell count (panel C), PZ height (panel D) and cell count per column (panel E), HZ height (panel F) and cell count per column (panel G), in each of the 4 growth plates at various ages. *N* = 6, mean ± SEM. Raw values for Fig 2B–2G are available in S1 Data. HZ, hypertrophic zone; PZ, proliferative zone; RZ, resting zone.

Growth plate senescence is associated with an underlying genetic program in chondrocytes involving extensive age-dependent changes in gene expression [7]. We therefore hypothesized that this senescence-associated genetic program would be more advanced in the shorter bones. To test this hypothesis, we used laser capture microdissection (LCM) to separately isolate the proliferative and hypertrophic zones of mouse and rat growth plates and used RNA sequencing (RNA-Seq) to compare gene expression profiles in the proximal tibial growth plate at 1 and 4 weeks of age and the proximal phalangeal growth plate at 1 week of age. 

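The experiment compares 6 groups in each species: the proliferative zone (PZ) and the hypertrophic zone (HZ) of the 1-week tibia, the 4-week tibia and the 1-week phalanx. Each group was sampled in 5 animals, and RNA of each animal was amplified before library preparation. Of the 60 samples listed, 59 were analysed here. The mouse 1-week phalanx PZ holds 4 libraries, since no column could be paired with its replicate 3. Whether PZ and HZ libraries of the same number come from the same animal is not given, so no libraries were paired. A PZ library's deviation from its group correlated best with the HZ library of its own number in all 5 pairs of each mouse tibia. The same held for 3 of 4 pairs of the mouse phalanx. In the rat the numbers were 1, 2 and 4 of 5 in the 1-week tibia, 4-week tibia and phalanx. Some zones may thus share animals, while tests between zones took their libraries as independent.

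The authors aligned the reads with STAR 2.4.2 to mm10 or rn6, counted them per gene with featureCounts 1.4.6 and normalized the counts by Relative Log Expression. The deposited values are the log2 of these normalized counts after adding 1. Returned to counts, 100% of the values under 200 reads lay within 0.05 of a whole number of reads in every library, which gave the reads counted in genes per library. In the mouse 1-week tibia they numbered 24067640 to 29640089 (median 27504904) in the PZ and 24973537 to 30383829 (median 25710340) in the HZ. In the mouse 4-week tibia they numbered 19725320 to 41881803 (median 38881700) in the PZ and 26112362 to 34840579 (median 34424999) in the HZ. The mouse phalanx had 29097058 to 35113402 (median 31732561.5) in the PZ and 25114136 to 31429264 (median 28430800) in the HZ. In the rat 1-week tibia they numbered 11721278 to 15783182 (median 12164783) in the PZ and 7817389 to 11067652 (median 8486781) in the HZ. In the rat 4-week tibia they numbered 22149653 to 29033059 (median 24350803) in the PZ and 17773071 to 26106573 (median 22320489) in the HZ. The rat phalanx had 8550111 to 14672738 (median 10189019) in the PZ and 17075567 to 22676633 (median 19150950) in the HZ.

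The mouse table also counts Rn45s, the precursor of ribosomal RNA, which the rat table does not list. Rn45s held from 31.0% of the reads in a 4-week tibia PZ library to 80.8% in a 1-week tibia HZ library. Outside Rn45s, the mouse 1-week tibia HZ libraries had 5246147 to 10409209 (median 5684666) reads, against 13550932 to 18172490 (median 15839633) in the 4-week tibia HZ. The 1-week tibia HZ was the group with the lowest median depth in both species.

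A linear model of the 6 groups was then fitted per species with limma to the 15213 mouse genes and 11760 rat genes with a normalized count of at least 10 in at least 5 libraries. The age comparison is the 4-week tibia minus the 1-week tibia, and the bone comparison is the 1-week phalanx minus the 1-week tibia. A gene was called at a change above 2-fold with a Benjamini-Hochberg adjusted p under 0.05. Both comparisons use the same 1-week tibia libraries. The phalanx is of the forelimb and the tibia of the hindlimb, so bone and limb cannot be told apart in these groups.

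**Figure D1:**
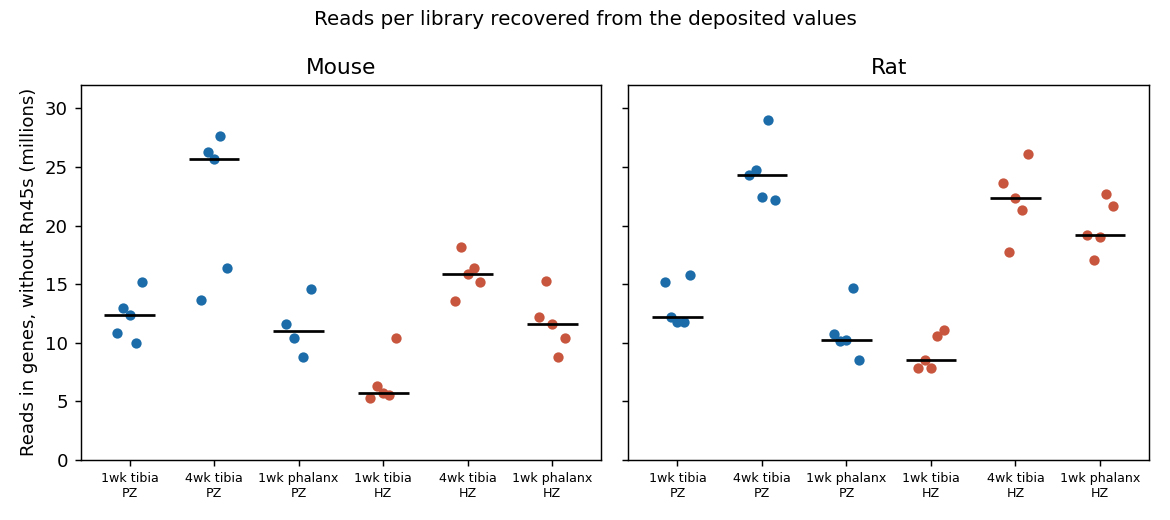
Reads counted in genes per library on the y axis, with Rn45s left out, for the 6 groups of mouse and rat on the x axis. Points are libraries and lines are group medians; the 1-week tibia HZ has the lowest median in each species (mouse 5684666, rat 8486781 reads).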

We first examined the expression levels of genes previously reported as markers for the proliferative and hypertrophic zones [7]. These expression patterns confirmed the spatial accuracy of our dissection (S5 Fig).

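The captured zones differed in the genes that mark the steps of chondrocyte maturation. Gdf10, a growth factor gene of proliferative chondrocytes, and Prelp, which encodes a small proteoglycan of cartilage, were the most PZ-restricted of the 6 markers. Mmp13, the collagenase gene of the last hypertrophic cells, and Col10a1, the collagen gene of hypertrophic cartilage, were the most HZ-restricted.

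All 33 comparisons of HZ with PZ, over 6 markers, 3 growth plates and 2 species, passed at an adjusted p under 0.05 in limma and ran in the direction of the marker. Col10a1 was tested in the mouse alone. On GRCm38 (mouse), Gdf10 lies on chromosome 14 from 33923587 to 33937983. Its normalized count in the mouse 1-week tibia was 3431 ± 553.8 (SD, n = 5) in the PZ and 118.6 ± 105.7 (SD, n = 5) in the HZ, a log2 fold change of -5.33 ± 0.56 (SE, adjusted p = 3e-08). In the rat 1-week tibia the log2 fold change of Gdf10 was -6.14 ± 0.49 (SE, adjusted p = 8.2e-11). Prelp (chromosome 1, 133910304 to 133921414) measured 78080 ± 6696 in the PZ and 2536 ± 1896 in the HZ of the mouse 1-week tibia (log2 fold change -5.32 ± 0.76, adjusted p = 4.5e-06). Col10a1 (chromosome 10, 34389981 to 34397085) measured 3583 ± 2002 in the PZ and 191500 ± 126600 in the HZ of the same bone (5.73 ± 0.52, adjusted p = 4.7e-09). Mmp13 (chromosome 9, 7272514 to 7283331) measured 1108 ± 292.2 and 63810 ± 50400 in the PZ and HZ of the rat 1-week tibia (5.46 ± 0.84, adjusted p = 1.1e-05).

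The smallest difference of the 33 was Bmp7 (chromosome 2, 172868012 to 172940321), a bone morphogenetic protein gene, in the rat phalanx, at a log2 fold change of -1.17. Bmp2 (chromosome 2, 133552159 to 133562885), a bone morphogenetic protein gene of the HZ, was 3.93 higher in the HZ of the mouse 1-week tibia and 1.87 higher in the HZ of the mouse phalanx on the log2 scale. The PZ captures were not equally free of HZ markers. The mean log2 level of Col10a1, Bmp2 and Mmp13 in the mouse PZ was 9.38 in the 1-week tibia, 11.1 in the 4-week tibia and 10.5 in the phalanx. For Bmp2 and Mmp13 in the rat PZ it was 9.03, 10.6 and 11.4.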

If age-dependent changes in gene expression were more advanced in the phalanges, then for genes that showed decreasing expression with age (1 versus 4 weeks) in the tibia, the expression would be lower in 1-week phalanges than in 1-week tibias (S6 Fig). Conversely, for genes that showed increasing expression with age (1 versus 4 weeks) in tibia, the expression would be higher in 1-week phalanges than in 1-week tibias (S6 Fig). Therefore, one would expect a correlation between gene expression changes with age and gene expression differences between bones (S6 Fig). 

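With age, the expression of several imprinted and fetal growth genes fell in the tibial growth plate. Igf2, the gene of insulin-like growth factor 2, Dlk1, an imprinted gene of fetal growth, and H19, the imprinted noncoding RNA beside Igf2, all fell from 1 to 4 weeks. Alpl, which encodes tissue-nonspecific alkaline phosphatase, rose, as did Fcmr, the Fc receptor of IgM on B lymphocytes. Bglap, the osteocalcin gene, rose in the PZ, a call that did not hold in every setting.

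In the PZ, 441 mouse genes were higher and 217 lower at 4 weeks than at 1 week, and in the rat 678 were higher and 359 lower. In the HZ, 978 mouse genes were higher and 459 lower, and 420 rat genes were higher and 431 lower. Above 4-fold, the age-regulated genes numbered 292 in the mouse PZ, 767 in the mouse HZ, 614 in the rat PZ and 363 in the rat HZ. The counts depend on the model, and with marker scores of marrow cells in it the 1037 genes of the rat PZ became 55, the 851 of the rat HZ 241 and those of the mouse HZ 803. The scores themselves differ between the groups. The B lymphocyte score of the rat PZ was 1.61 ± 0.26 in the 1-week and 6.03 ± 0.6 in the 4-week tibia (SD, n = 5 each). A call lost with the scores therefore cannot tell a share of marrow cells from lost precision of the comparison. The 658 genes of the mouse PZ and 1437 of the mouse HZ became 1310 and 778 with only the groups compared, 1270 and 699 with replicate number as a block as well, and 1575 and 670 with array quality weights, so which zone has more is not settled.

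Dlk1 (GRCm38 chromosome 12, 109452823 to 109463336) fell in the mouse PZ from 185 ± 34.77 at 1 week to 0.8822 ± 1.472 at 4 weeks (SD, n = 5 each), a log2 fold change of -6.89 ± 0.84 (SE, adjusted p = 6.5e-07 from limma). The rat PZ value fell from 806.4 ± 240.9 to 20.39 ± 8.975 (-5.29 ± 0.65, adjusted p = 5.2e-07), a call that ended when marker scores of marrow cells were added to the model. H19 (chromosome 7, 142575529 to 142578143) fell in the HZ by 3.84 ± 0.52 in the mouse and 3.56 ± 0.20 in the rat on the log2 scale (adjusted p = 2.4e-05 and 9e-15). Alpl (chromosome 4, 137741733 to 137796384) rose in the mouse PZ from 878.8 ± 301.3 to 12870 ± 2603 (3.90 ± 0.18, adjusted p = 9.4e-16), and in the rat PZ by 3.07 ± 0.27 (adjusted p = 1.9e-09). Chad (chromosome 11, 94565047 to 94569127), the gene of the cartilage protein chondroadherin, rose in the mouse PZ by 4.76 ± 0.34 (adjusted p = 1.1e-09) and in the rat PZ by 1.75 ± 0.24 (adjusted p = 2.8e-06, a call that ended with the marrow scores).

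Bglap (chromosome 3, 88383501 to 88384464) was 335.3 ± 327.7 in the mouse 4-week PZ and 33.33 ± 48.04 at 1 week (4.26 ± 1.15, adjusted p = 0.017). This call ended without 4-week tibia PZ replicate 1, without 1-week tibia PZ replicate 2 and with the marrow scores. With the marrow scores in the model, Bglap no longer rose in the rat PZ (-0.02, against 5.62 without them). Of 14 genes of B lymphocytes tested in the mouse, 7 were higher in the PZ and 10 in the HZ at 4 weeks (10 and 13 when adjusted over the list alone, adjusted p = 0.21 and 0.25 for the list with an estimated correlation). Of 12 tested in the rat, 10 were higher in each zone (12 in each when adjusted over the list alone, adjusted p = 0.001 and 0.0027 with an estimated correlation).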

Consistent with this prediction, for age-regulated genes (>4-fold; false discovery rate [FDR] < 0.05), we found strong positive correlations between the age comparison in tibia (1 versus 4 weeks) and the bone comparison at 1 week (tibia versus phalanx). This correlation was found in both proliferative and hypertrophic zones of both mouse and rat (Fig 3A and 3B, all *p* < 0.0001). Similarly, there was a much greater than expected (*p* < 0.0001, chi-squared test) overlap between genes significantly (>4-fold; FDR < 0.05) down-regulated with age in the tibia, and genes with significantly lower expression in the phalanx than in the tibia at 1 week. 

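Some genes that changed with age also differed in the same direction in the phalanx, and others did not. Alpl, Chad and Gpx3, which encodes an extracellular glutathione peroxidase, were higher in the PZ both with age and in the phalanx. Igf2, among the genes that fell most with age, did not differ between phalanx and tibia in the PZ of either species.

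Over the age-regulated genes, Pearson's r between the log2 fold changes of the age and bone comparisons was 0.517 in the mouse PZ (658 genes), 0.688 in the rat PZ (1037 genes), 0.672 in the mouse HZ (1437 genes) and 0.774 in the rat HZ (851 genes). Spearman's rho was 0.47, 0.72, 0.638 and 0.769 in the same order. These are correlations across genes, which are not independent replicates. The permutation p over genes was 1e-05 in each case, the smallest that the 1e+05 permutations allow, and 1.3e-05 after Benjamini-Hochberg adjustment over the 28 correlations computed. The share of genes with the same sign in both comparisons was 70.2% and 77.8% in the PZ of mouse and rat, and 87.6% and 90.1% in the HZ. Simulated data without a difference, which share the 1-week tibia libraries too, gave 68% and 67.4% in the PZ and 72.6% and 70.1% in the HZ. The mouse PZ share is near that value, so by itself it cannot decide. With the 1-week tibia libraries divided so that none served both comparisons, the median share was 66.9% and 71.1% in the PZ of mouse and rat. In the HZ it was 69.5% and 80.5%, each over the genes that a division called with age.

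Alpl was 1.07 ± 0.19 higher in the mouse phalanx PZ and 1.29 ± 0.27 higher in the rat phalanx PZ on the log2 scale (SE, adjusted p = 0.0006 and 0.0013 from limma). Chad was 1.68 ± 0.36 higher in the mouse phalanx PZ (adjusted p = 0.0054). Gpx3 was 3.27 ± 0.31 higher with age and 1.63 ± 0.33 higher in the phalanx in the mouse PZ (adjusted p = 2.7e-08 and 0.0023). Its log2 fold changes in the rat PZ were 3.39 ± 0.73 and 3.68 ± 0.73 (adjusted p = 0.0019 and 0.0013).

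Since the 1-week tibia libraries enter both comparisons, they alone give a positive r. When 100 simulated data sets held no difference between the groups, r averaged 0.55 and 0.673 over the mouse PZ and HZ genes, and 0.492 and 0.626 over the rat PZ and HZ genes. The simulated data hold no change with age, while these genes were chosen for one. The simulated r thus cannot decide how much of the observed r comes from the shared libraries. When the 1-week tibia libraries were divided so that each served 1 comparison, the median r over 20 divisions was 0.412 in the mouse PZ (range 0.279 to 0.53), 0.385 in the mouse HZ (0.162 to 0.445), 0.591 in the rat PZ (0.534 to 0.661) and 0.596 in the rat HZ (0.536 to 0.648). All these values pool rising and falling genes. Undivided, r over genes higher at 4 weeks alone was 0.198, 0.147, 0.592 and 0.362 in the same order. Over genes lower at 4 weeks it was 0.478, 0.356, 0.238 and 0.308. With divided libraries the median over the higher genes was 0.132, 0.0553, 0.532 and 0.167.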

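Genes lower both with age and in the phalanx were found in each zone. In the mouse PZ they included Smoc2, the gene of a matricellular calcium-binding protein, and in the rat PZ Fras1 and Reln, genes of extracellular matrix proteins. In the HZ of both species they included Myh10, a nonmuscle myosin gene, Sned1, a matrix protein gene, and Mef2d, the gene of a transcription factor of hypertrophic chondrocytes.

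Of the genes lower with age in the mouse PZ, 22 were also lower in the phalanx, where 2.33 would be shared by independent lists (Fisher's exact test, two-sided p = 1.4e-15). Of rat PZ genes 35 were shared and 7.3 expected (p = 8.1e-15, Fisher's exact test). In the HZ, 219 mouse genes were shared and 23.4 expected (p = 2.6e-165, Fisher's exact test), and 213 rat genes were shared and 38.8 expected (p = 1.9e-111, Fisher's exact test). Fisher's test takes the genes and the 2 lists as independent. Lists that share the 1-week tibia libraries are not, so these p-values are too small. In simulated data without a difference the mouse HZ shared 14.2 lower genes on average and at most 23. The shared genes made up 10.1% and 9.75% of the genes lower with age in the PZ of mouse and rat, and 47.7% and 49.4% in the HZ. With the 1-week tibia libraries divided between the comparisons, the medians were 9, 17, 140 and 142 shared genes. The median numbers expected of the divided lists were 0.538, 3.21, 22 and 26.3. The 22 of the mouse PZ became 83 with only the groups compared, 80 with the replicate block as well, 75 with array quality weights, 55 with no filter on low values, 37 with a pseudocount of 4 or quantile normalization, and 52 in limma-voom, which was chosen after seeing the values. With marker scores of marrow cells in the model the shared genes numbered 1 in the rat PZ, 74 in the rat HZ and 137 in the mouse HZ, and the 35 of the rat PZ became 19 without genes higher in HZ, also chosen after seeing the values.

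Smoc2 fell with age by 1.47 ± 0.19 and was 1.87 ± 0.20 lower in the phalanx in the mouse PZ on the log2 scale (adjusted p = 2.2e-06 and 1.2e-07 from limma). Slc22a14, a transporter gene, was 31.72 ± 11.12 in the mouse 1-week tibia PZ (SD, n = 5) and 0 in every library of the 4-week tibia PZ and of the phalanx PZ. In the rat PZ, Fras1 fell with age by 3.03 ± 0.28 and was 1.38 ± 0.28 lower in the phalanx (adjusted p = 1.4e-09 and 0.00082). Reln fell by 3.14 ± 0.31 and was 1.58 ± 0.31 lower (adjusted p = 6.1e-09 and 0.00063). In the mouse HZ, Myh10 fell with age by 1.78 ± 0.15 and was 1.37 ± 0.15 lower in the phalanx (adjusted p = 2.8e-10 and 2.7e-08). Sned1 fell by 2.54 ± 0.23 and was 2.45 ± 0.23 lower (adjusted p = 8.5e-09 and 5.3e-09).

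Mef2d (GRCm38 chromosome 3, 88142372 to 88172086) fell with age in the HZ by 1.30 ± 0.15 in the mouse and 1.36 ± 0.23 in the rat (adjusted p = 4.3e-07 and 0.00011 from limma). In the phalanx HZ it was lower by 1.52 ± 0.15 in the mouse and 1.29 ± 0.23 in the rat (adjusted p = 9.2e-09 and 5.4e-05). Hdac5, a histone deacetylase gene, fell with age in the HZ by 1.46 in the mouse and 1.12 in the rat (adjusted p = 1.8e-05 and 0.00038). In the phalanx HZ it passed the 2-fold minimum in the mouse (-1.16) and not in the rat (-0.73). Atf3, a stress-response transcription factor gene, was lower with age in the mouse HZ (-1.67, adjusted p = 0.025) and in the phalanx HZ of both species (-2.67 and -2.33, adjusted p = 0.00033 and 0.026). The rat call of Atf3 in the phalanx ended without phalanx HZ replicate 2 or 3 and without tibia HZ replicate 3 or 5. The mouse call of Atf3 with age ended without 1-week tibia HZ replicate 1 or 5 and without 4-week tibia HZ replicate 3.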

A similar pattern was seen for genes up-regulated with age (Fig 3C–3F). 

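Genes higher both with age and in the phalanx were found in each zone. Those of the mouse PZ included Vit, the gene of the matrix protein vitrin, and Bmp8a, a bone morphogenetic protein gene. Those of the rat PZ included genes of red cells, such as Sptb, which encodes erythrocyte spectrin, and Slc4a1, the band 3 anion exchanger. Cd74, a gene of antigen-presenting cells, was shared in the HZ.

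In the mouse PZ, 22.9% of the genes higher with age were shared, 10.2-fold the number expected (two-sided p = 5.2e-75, Fisher's exact test), and in the rat PZ 308 genes were shared and 36.2 expected (p = 4.7e-234, Fisher's exact test). In the HZ, 322 mouse genes were shared and 65.8 expected (p = 1e-147, Fisher's exact test), and 257 rat genes were shared and 54.8 expected (p = 1.4e-124, Fisher's exact test). These p-values are too small, since both lists use the same 1-week tibia libraries. In simulated data without a difference the mouse HZ shared 11.5 higher genes on average and at most 27. Genes called in opposite directions in the 2 comparisons numbered from 1 to 12 in every zone and species, counted from either direction. Counted from genes lower and higher with age, they were 7 and 3 in the mouse PZ, near the 4.86 and 4.73 expected. In the rat PZ they were 8 and 9 against 19.2 and 13.8. In the HZ they were 1 and 12 against 30.9 and 49.9 in the mouse, and 8 and 6 against 56.3 and 37.8 in the rat. With the 1-week tibia libraries divided between the comparisons, the medians were 29.5, 154, 89.5 and 106 shared genes in the mouse PZ, rat PZ, mouse HZ and rat HZ. The median numbers expected of the divided lists were 3.37, 16.4, 59.2 and 35.7. The mouse HZ was thus the least above expectation. Its division with replicates 2, 3 and 4 for age shared 91 genes where 98.98 were expected. Without mouse 1-week tibia PZ replicate 1 the shared genes of the mouse PZ numbered 52, and without rat 1-week tibia HZ replicate 3 or 4 those of the rat HZ numbered 150 and 419. With marker scores of marrow cells in the model the shared genes of the rat PZ numbered 2 and those of the rat HZ 35, and with only the groups compared those of the rat HZ numbered 113. The mouse PZ held 176 with array quality weights. In limma-voom, chosen after seeing the values, the mouse PZ held 53, the rat PZ 123 and the rat HZ 129. Those of the mouse HZ, 322, became 39 with only the groups compared, 31 with the replicate block as well, 108 with array quality weights, 124 with quantile normalization, 191 with the marrow scores and 116 in limma-voom.

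Vit rose with age by 5.16 ± 0.47 and was 5.24 ± 0.50 higher in the phalanx in the mouse PZ on the log2 scale (SE, adjusted p = 2.5e-09 and 8.5e-09 from limma). Bmp8a (GRCm38 chromosome 4, 123312645 to 123343252) rose by 4.41 ± 0.33 and was 2.31 ± 0.35 higher there (adjusted p = 2e-11 and 4.3e-05). In the rat PZ, Sptb rose with age by 4.55 ± 0.38 and was 3.78 ± 0.38 higher in the phalanx (adjusted p = 5e-10 and 2e-08). Slc4a1 rose by 4.10 ± 0.36 and was 3.10 ± 0.36 higher (adjusted p = 5.8e-09 and 1.1e-06). Cd74 rose in the mouse HZ by 3.56 ± 0.44 and was 1.54 ± 0.44 higher in the phalanx (adjusted p = 1.1e-06 and 0.012).

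All 8 erythroid genes tested in the rat were higher in the PZ at 4 weeks and in the phalanx PZ (8 and 8 when adjusted over the list alone, adjusted p = 0.0032 and 0.003 with an estimated correlation), and of the 5 tested in the mouse none was. The mean log2 level of the erythroid genes in the rat PZ was 4.98 in the 1-week tibia, 8.41 in the 4-week tibia and 7.98 in the phalanx. Of 16 macrophage genes, 10 were higher with age and 9 in the phalanx in the rat PZ (10 and 11 when adjusted over the list alone, adjusted p = 0.11 and 0.058 with an estimated correlation). In the mouse PZ 5 and 1 were higher (6 and 7 when adjusted over the list alone, adjusted p = 0.21 and 0.13 with an estimated correlation). With genes higher in HZ than in PZ left out, 23 mouse genes and 79 rat genes of the PZ were shared, 17.4-fold and 16-fold the expected number, so most of the shared genes were higher in HZ in the 4-week tibia or the phalanx of at least 1 species.

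**Figure D2:**
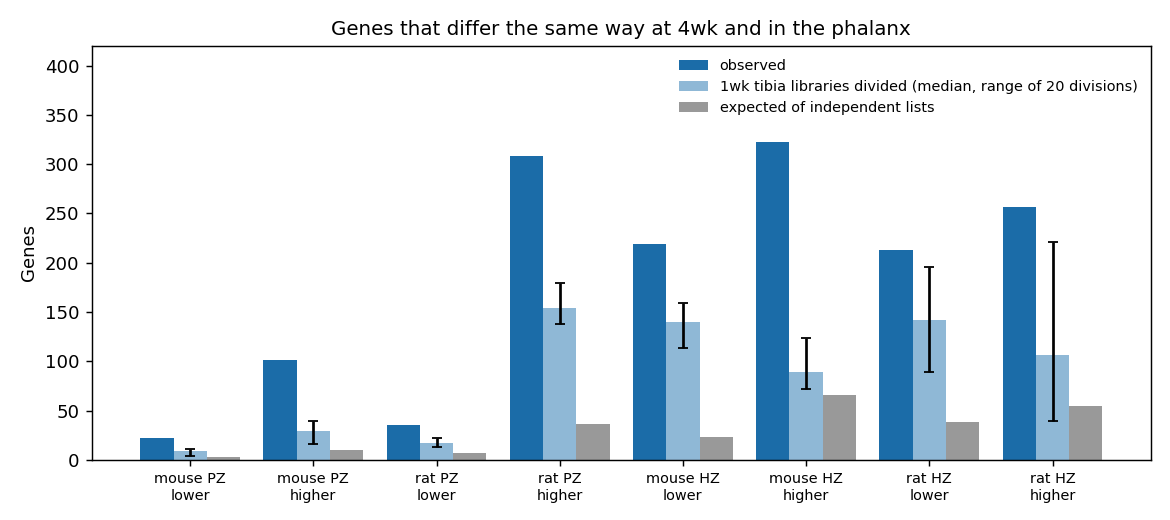
Number of genes on the y axis that were called in the same direction with age and in the phalanx, for each zone, species and direction on the x axis. Dark blue bars are the observed counts, and light blue bars the medians over 20 divisions of the 1-week tibia libraries with their range. Grey bars are the counts expected of independent lists for the undivided libraries only. In the rat PZ 308 higher genes were observed and 36.2 expected, and with divided libraries the median was 154 and 16.4 expected. In the mouse HZ the divided median of 89.5 higher genes stands against 59.2 expected.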

To test our hypothesis further, we focused on evolutionarily conserved components of the program by generating a list of genes significantly up- or down-regulated with age in both mouse and rat (>2-fold; FDR < 0.05, see S3 Table and S4 Table). 

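The genes that changed with age in both species included growth genes that fell and genes of B lymphocytes that rose. Growth genes of the fetal period fell in both zones, with Igf2 and Dlk1 at the head of the PZ list and Igf2 and H19 near the head of the HZ list. Npr3, the clearance receptor of natriuretic peptides, which regulate growth plate chondrocytes, fell in the HZ. Fcmr, Ikzf3 and Ms4a1, genes of B lymphocytes, were among the largest rises in both zones, after Bglap and Kcna2 in the PZ.

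Of 10363 genes tested in both species, 125 were higher and 44 lower with age in the PZ of both (18.9 and 4.12 expected, p = 4.5e-72 and 8.2e-34, Fisher's exact test). In the HZ 64 were higher and 60 lower in both (19.3 and 10.4 expected, p = 5.6e-18 and 1.5e-29, Fisher's exact test). Another 6 genes in the PZ and 20 in the HZ were called in opposite directions. Over all genes the age effects of mouse and rat correlated at r = 0.433 in the PZ and 0.287 in the HZ. With the marrow scores in the model the genes called in both species numbered 17 in the PZ and 31 in the HZ.

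Igf2 (GRCm38 chromosome 7, 142650766 to 142666816) fell in the PZ by 5.24 ± 0.47 in the mouse and 6.17 ± 0.37 in the rat on the log2 scale (SE, adjusted p = 5.2e-08 and 7.6e-12 from limma). Its log2 fold change in the HZ was -4.89 ± 0.47 and -5.65 ± 0.37 (adjusted p = 2e-07 and 6.3e-11). After Dlk1 and Igf2, the lowest mean changes in the PZ were those of Adgrb1, an adhesion receptor gene (-4.76 in the mouse, -3.87 in the rat), Trpm5, a cation channel gene (-3.47 and -4.63), and L1cam, a cell adhesion gene (-3.21 and -3.79). The rat calls of these 3 genes ended with the marrow scores. For L1cam the call ended rather than the change, whose log2 fold change was -2.74 or lower in every alternative set beforehand. The highest in the PZ after Bglap were Kcna2, a potassium channel gene (4.60 and 4.63), Fcmr (4.25 and 4.80), Ikzf3 (4.22 and 4.82) and Ms4a1, the CD20 gene (3.97 and 4.56). With the marrow scores the rat PZ calls of these 4 genes did not stand (Kcna2 2.48, Fcmr 4.54, Ikzf3 3.90, Ms4a1 3.95), nor did the mouse PZ calls of Ikzf3 (2.31) and Ms4a1 (3.35). The scores include B lymphocyte markers, so a loss of calls in B lymphocyte genes is partly built in. The mouse PZ call of Ikzf3 also ended without 4-week tibia PZ replicate 1 or 3 and without 1-week tibia PZ replicate 2 or 3.

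Among the lowest in the HZ were Myh8, a skeletal muscle myosin gene (-4.11 in the mouse, -6.75 in the rat), Igf2, H19, and Npr3 (-4.29 and -2.59). The mouse call of Myh8 ended without 1-week tibia HZ replicate 1 (-2.80). The highest were Fcmr (5.67 and 6.18), Ikzf3 (5.26 and 4.70), Spib (4.56 and 5.34), Ms4a1 (5.55 and 4.20) and Cd72 (3.79 and 5.79), all of B lymphocytes. Fcmr (chromosome 1, 130865669 to 130880791) was 125.2 ± 33.62 in the mouse 4-week HZ and 3.91 ± 6.761 at 1 week (SD, n = 5 each). In the rat 1-week tibia it was 0 in every library, which gives the fold change no upper bound. The mouse call of Spib in the HZ ended without 1-week tibia HZ replicate 4 and with the marrow scores, where its change was 0.88.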

Again we observed a strong tendency for genes that were down-regulated with age to show lower levels of expression in 1-week phalanges than in 1-week tibias, and we observed the converse pattern for genes up-regulated with age (Fig 3G and 3H, Pearson’s correlation, all *p* < 0.0001). 

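Among the genes that changed with age in both species, some also differed in the phalanx and others did not. In the HZ the falling genes Myh10, Sned1, Rbm25, an RNA-binding protein gene, and Map3k4, a kinase gene, were also lower in the phalanx of both species. In the PZ the largest falls with age, those of Dlk1 and Igf2, came with no called difference between phalanx and tibia.

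Across these genes, Pearson's r between the age and bone comparisons in the PZ was 0.394 in the mouse and 0.705 in the rat (Spearman's rho 0.338 and 0.762, 169 genes). In the HZ it was 0.605 in the mouse and 0.795 in the rat (rho 0.589 and 0.802, 124 genes). Each had a permutation p over genes of 1e-05 (1.3e-05 adjusted over the family of 28). The same sign in both comparisons was found in 71.6% and 77.5% of the PZ genes of mouse and rat and in 81.5% and 95.2% of the HZ genes. Both comparisons use the 1-week tibia libraries, and what these alone give over this set of genes was not simulated. The mouse PZ r was 0.291 (permutation p = 0.253) with the marrow scores in the model and 0.146 (permutation p = 0.275) without the genes higher in HZ than in PZ.

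In the rat HZ, Myh10 was 1.14 ± 0.13 lower with age and 1.44 ± 0.13 lower in the phalanx on the log2 scale (SE, adjusted p = 2.6e-07 and 3.5e-10 from limma). Rbm25 was lower by 1.29 ± 0.14 and 1.09 ± 0.14 in the mouse HZ (adjusted p = 7.6e-08 and 6.1e-07). Map3k4 was lower by 1.76 ± 0.20 and 1.48 ± 0.20 there (adjusted p = 2e-07 and 1.9e-06). Dlk1 in the phalanx PZ was -1.77 in the mouse and -1.20 in the rat and passed in neither, though it passed in both when the phalanx and tibia libraries were fitted alone. Epha4, an ephrin receptor gene, rose with age in the PZ by 1.88 and 1.65 (adjusted p = 2e-05 and 6.4e-07). In the phalanx PZ it was 2.29 higher in the mouse (adjusted p = 3e-06) and 0.82 higher in the rat (adjusted p = 0.0085), under 2-fold. Pcp4, a calmodulin-binding peptide gene tested in the mouse alone, rose with age in the PZ by 3.91 (adjusted p = 0.0014) and was 2.74 higher in the phalanx PZ without passing the test (adjusted p = 0.056).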

Quantitative PCR (qPCR) confirmed that age-dependent changes in gene expression occurred earlier in the phalanx than in the tibia and extended these observations to an earlier time point (0 weeks) (Fig 3I and 3J). Thus, the developmental genetic program associated with senescence is left-shifted in time in the shorter bones compared with the longer bones. Collectively, our findings suggest that growth plate senescence is more advanced in shorter bones in terms of structural, functional, and molecular components of this chondrocytic developmental program.

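Fetal growth genes fell with age in the tibia, and some of them were lower in the phalanx. Gpc3, the glypican gene mutated in an overgrowth syndrome, and Igf2bp2, which encodes a binding protein of Igf2 mRNA, fell in the tibia with age. Igf2 itself did not pass the test between the 1-week phalanx PZ and the 1-week tibia PZ.

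Of 19 genes of the juvenile growth program tested in the mouse, 11 were lower and none higher with age in the PZ (11 lower and 1 higher when adjusted over the list alone, adjusted p = 0.0004 with an estimated correlation), and 13 were lower in the HZ (15 when adjusted over the list alone, adjusted p = 0.00015). Of 13 tested in the rat, 11 were lower and 1 higher in the PZ (the same when adjusted over the list alone, adjusted p = 1.9e-05), and 7 were lower in the HZ (9 when adjusted over the list alone, adjusted p = 0.00021). In the phalanx PZ, 1 mouse gene and 3 rat genes were lower (1 and 4 when adjusted over the list alone, adjusted p = 0.4 and 0.23 with an estimated correlation). In the phalanx HZ, 7 mouse genes were lower (8 when adjusted over the list alone, adjusted p = 0.04), which 5 of 100 groupings of the libraries reached (highest other 8), so chance cannot be excluded, and 7 rat genes were lower and 1 higher (8 and 1 when adjusted over the list alone, adjusted p = 0.1).

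In the mouse PZ with age, Igf2bp2 fell by 3.72 ± 0.27 and Gpc3 by 4.22 ± 0.45 on the log2 scale (SE, adjusted p = 1.3e-11 and 3.7e-08 from limma). In the rat PZ, Plag1, a zinc finger gene that regulates Igf2, fell by 3.65 ± 0.35 (adjusted p = 3.2e-09). Igf2 was 225500 ± 24100 in the mouse 1-week tibia PZ, 206900 ± 6838 in the phalanx PZ (SD, n = 5 and 4) and 6342 ± 2564 in the 4-week tibia PZ. Between the bones its log2 fold change in the PZ was -0.12 in the mouse and -0.28 in the rat (adjusted p = 0.96 and 0.72).

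Across species, where no library is shared, r between the age comparison of one and the bone comparison of the other was 0.281 in the PZ (age in mouse, 473 genes) and 0.325 in the HZ (861 genes). With age taken from the rat it was 0.0846 in the PZ (894 genes, permutation p = 0.011, adjusted p = 0.011) and 0.338 in the HZ (716 genes). With the marrow scores in the model the mouse-age value of the PZ was 0.00026 (permutation p = 0.995), and with 1 library left out at a time it ranged from 0.181 (without mouse 1-week tibia PZ replicate 2) to 0.318. The rat-age value of the PZ was 0.0772 with these scores (permutation p = 0.563), 0.0705 above 4-fold (p = 0.119), 0.0589 with a filter of 50 (p = 0.123), 0.0475 in limma-voom (p = 0.158) and 0.0134 without genes higher in HZ (p = 0.792), the last 2 chosen after seeing the values. It was 0.0198 without mouse 1-week tibia PZ replicate 2. Up to 0.184 was reached when another library was left out.

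The paper reasons that, if growth plate senescence is more advanced in the phalanx, genes that fall with age in the tibia should be lower in the 1-week phalanx and genes that rise should be higher, so that the 2 comparisons correlate. From the correlations and shared genes, and from qPCR that is not analysed here, the paper infers that the genetic program runs earlier in the shorter bone. From its histology, proliferation, growth rate and fusion data alone, its Results already conclude firmly that senescence is more advanced there. With the expression data beside these, the Results propose this for structure, function and molecules together. Its Discussion states firmly that the genetic program runs ahead in shorter bones.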

**Fig 3:**
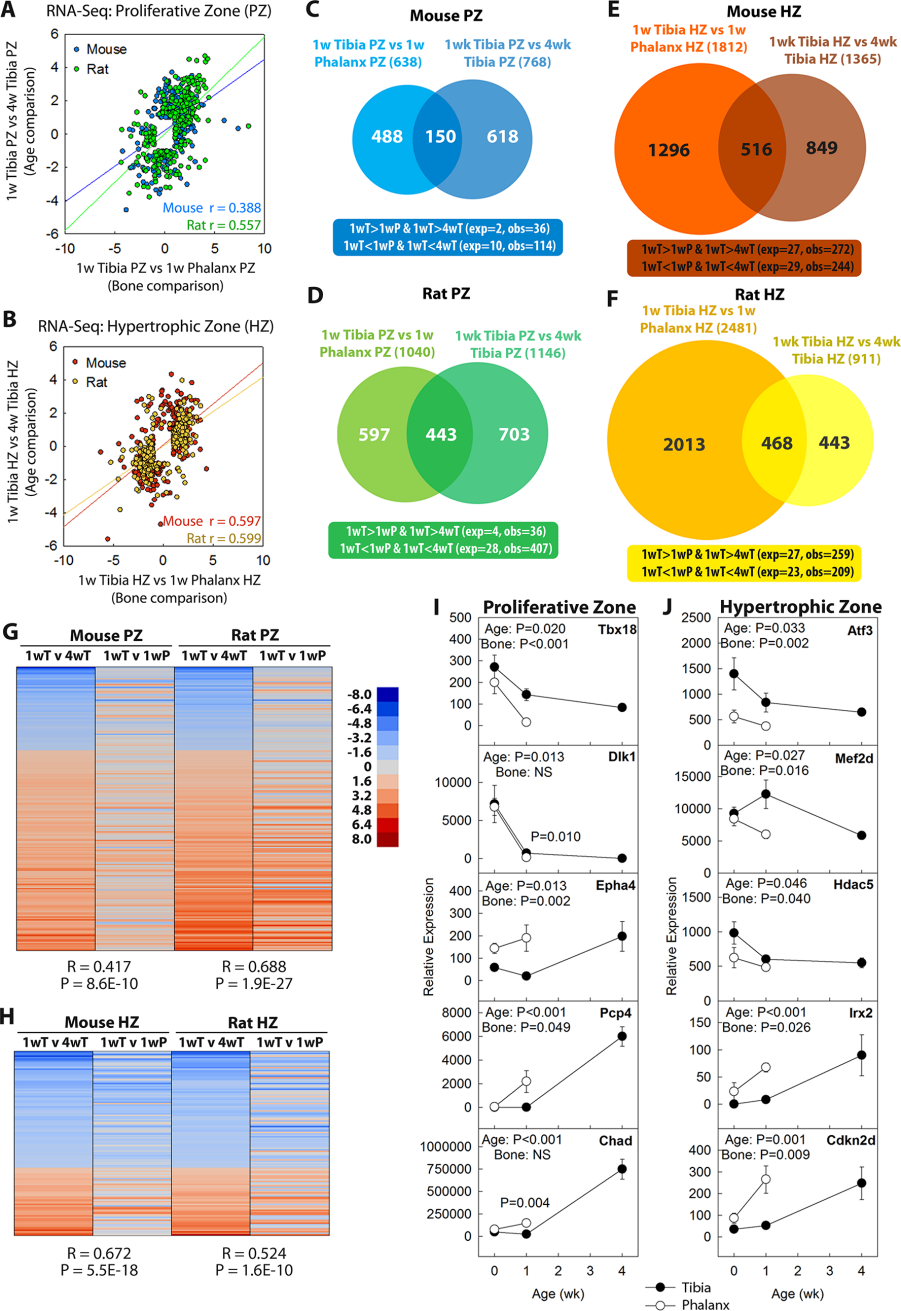
Growth plate senescence-associated changes in gene expression are more advanced in the phalangeal growth plates than in tibial growth plates. RNA-Seq was performed on laser capture micodissected PZ or HZ of mouse or rat proximal tibias (at age 1 and 4 weeks) or proximal phalanges (at 1 week). (A, B) Positive correlation (mouse PZ, *p* < 1 × 10^−44^; mouse HZ, *p* < 1 × 10^−139^; rat PZ, *p* < 1 × 10^−254^; rat HZ, *p* < 1 × 10^−281^; Pearson’s correlation) between senescent changes (log_2_[fold differences]) in tibial growth plate (1 week versus 4 weeks, >4-fold; FDR < 0.05) and differential expression between bones at 1 week (tibia versus phalanx >4-fold; FDR < 0.05), in PZ (panel A) and HZ (panel B) of both species. (C–F) Venn diagram depicting numbers of genes with significant changes (>4-fold; FDR < 0.05) in expression between 1 and 4 weeks of age in tibial growth plates and/or significant differences between tibia and phalanx at 1 week of age. Overlaps were greater than expected by chance (chi-squared, *p* < 0.0001) in both zones of mouse (panel C and E) and rat (panel D and F). (G, H) Heatmap of genes showing senescence-associated changes in expression (1 versus 4 weeks in tibia; >2-fold, FDR < 0.05, in both species; 200 genes in PZ, 129 genes in HZ). The senescence-associated changes correlated with differential expression between 1-week phalanx and tibia, suggesting that senescence-associated changes are more advanced in phalanges than tibias (*R*, Pearson’s correlation coefficient). Scale bar represents log_2_(fold differences). (I, J) qPCR in a subset of genes showed that changes in gene expression (mRNA normalized to 18S RNA) began before 1 week of age and confirmed that changes in the phalanges tended to be more advanced than in tibias. *p*-Values for age and type of bone. Raw values are available in S1 Data. exp, number of overlapping genes expected by chance; FDR, false discovery rate; HZ hypertrophic zone; NS, not significant; obs, number of observed overlapping genes; P, phalanx; PZ, proliferative zone; qPCR, quantitative PCR; RNA-Seq, RNA sequencing; T, tibia; w, week.

We next investigated the molecular pathways underlying the observed differences between bones in the progression of growth plate senescence. In addition to the age-dependent differences in gene expression between bones described above, we speculated that there may also be age-independent differences in gene expression that differentially modulate important signaling pathways in different bones. We therefore generated a list of genes (S5 Table and S6 Table) that were differentially expressed in the 1-week proximal tibia versus the phalanx, in both species (>2-fold; FDR < 0.05). 

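Among genes called in both species, most of the largest mean differences between phalanx and tibia were those of genes that pattern the limb. Tbx5, the T-box gene of the forelimb, Hoxd13 and Hoxd10, homeobox genes of the distal limb, and Irx2 and Six2, homeobox genes of limb development, were higher in the phalanx. Shox2, a homeobox gene of proximal limb cartilage, Pitx1, the hindlimb selector gene, and genes of the Hoxc cluster were higher in the tibia.

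In the PZ 87 genes were higher and 30 lower in the phalanx of both species (13.3 and 1.84 expected, p = 5.1e-49 and 8.9e-29, Fisher's exact test), and 7 were called in opposite directions. In the HZ 226 were higher and 220 lower in both (91.2 and 48.2 expected, p = 2.2e-43 and 7.4e-96, Fisher's exact test), and 42 were called in opposite directions. The PZ total of 117 was 77 without mouse phalanx PZ replicate 4, and 17 with the marrow scores in the model. In the available copies of the paper's lists, S5 Table holds 159 genes where the paper states 161, of which 158 were tested here and 106 were called in both species. S6 Table holds 402 genes where the paper states 403, of which 400 were tested here and 343 were called in both species.

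In the PZ, the 5 genes with the lowest mean change were Shox2, Hoxc8 (-7.58 in the mouse, -7.54 in the rat), Pitx1 (-7.93 and -7.14), Hoxc4 (-7.32 and -6.30) and Hoxc5 (-6.45 and -7.09). Pitx1 (GRCm38 chromosome 13, 55825051 to 55836192) was 377.3 ± 77.86 in the mouse tibia PZ (SD, n = 5) and 1.101 ± 2.202 in the phalanx PZ (SD, n = 4). In the rat phalanx it was 0 in every library. The 5 genes with the highest mean change were Tbx5, Hoxd13, Hoxd10 (7.53 and 8.06), Irx2 (6.01 and 5.38) and Six2 (6.17 and 4.40). Hoxd10 was 0 in every mouse and rat 1-week tibia PZ library, so its fold change has no upper bound. The rat calls of Irx2 and Six2 ended with the marrow scores, though both stayed higher in the phalanx. Six2 was 3.24 with the scores, and Irx2 was at least 4.04 in every alternative set beforehand.

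In the HZ the lowest were Shox2 (-6.57 and -7.28), Hoxc4 (-5.30 and -5.88), Pitx1 (-5.86 and -5.28), Hoxc8 (-4.74 and -6.04) and Hoxc9 (-6.45 and -4.15). The highest were Hoxd13 (6.36 and 8.18), Tbx5 (5.42 and 7.43), Lamc3, a laminin chain gene (3.57 and 6.79), Hoxd10 (4.21 and 5.72) and Lhx2, a homeobox gene of limb outgrowth (4.21 and 5.23). The mouse call of Lamc3 ended in 3 alternatives (array quality weights, quantile normalization, and the phalanx and tibia libraries fitted alone with replicate number as a block). Tbx18, a T-box gene of skeletal patterning, was lower in the phalanx PZ of mouse and rat (-4.44 and -4.77, adjusted p = 0.00071 and 2.8e-07 from limma).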

Gene ontology analysis of these bone-specific genes showed a general enrichment of skeletal-related and developmental functions (Fig 4A, S7 Table and S8 Table). 

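Lists of limb patterning genes differed between the bones, and the list of cartilage matrix genes did not pass in either zone or species. Most genes of the proximal limb and hindlimb list were lower in the phalanx, and most of the forelimb and distal limb list higher. Acan, the aggrecan gene, and Hapln1, which links aggrecan to hyaluronan, were lower in the phalanx HZ.

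Gene ontology terms were not analysed here, and gene lists were tested instead. The lists were fixed before the data were examined but after the paper's supplementary tables had been read. Those tables come from the same libraries, so the list tests are not independent of the paper's results. Of 14 proximal and hindlimb transcription factor genes tested in the mouse, 12 were lower in the phalanx PZ and 11 in the phalanx HZ (12 in each when adjusted over the list alone, with 2 higher in the HZ, adjusted p = 9.1e-10 and 1.1e-05 with an estimated correlation). Of 12 tested in the rat, 11 were lower in each zone (11 in each when adjusted over the list alone, adjusted p = 8.5e-11 and 8.6e-06). Of 16 forelimb and distal limb genes tested in the mouse, 12 were higher in the PZ and 11 in the HZ (12 and 13 when adjusted over the list alone, adjusted p = 4.9e-09 and 2.9e-05). Irx5 was 1.37 lower in the HZ on the log2 scale. Of 13 tested in the rat, 10 were higher in each zone (10 in each when adjusted over the list alone, adjusted p = 2e-06 and 0.0017).

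Of 21 cartilage matrix genes in the mouse, 14 were lower in the phalanx HZ (16 when adjusted over the list alone, adjusted p = 0.27 with an estimated correlation), a number that 5 of 100 groupings of the libraries reached (highest other 18), so chance cannot be excluded. In the same comparison 4 of 10 osteoclast genes were higher (5 when adjusted over the list alone, adjusted p = 0.44), and of 14 perichondrium and fibroblast genes 5 were higher and 2 lower (6 and 2 when adjusted over the list alone, adjusted p = 0.62). Of 20 in the rat, 13 were lower and Chad was higher (14 lower and 1 higher when adjusted over the list alone, adjusted p = 0.47). In the PZ 1 gene was higher and 1 lower in each species (1 higher in each, 1 lower in the mouse and 2 in the rat when adjusted over the list alone, adjusted p = 0.69 and 0.54). Hapln1 (GRCm38 chromosome 13, 89539796 to 89611652) was 72020 ± 51480 in the mouse 1-week tibia HZ and 11240 ± 11010 in the phalanx HZ (SD, n = 5 each), and 715100 ± 262900 and 202200 ± 83700 in the rat. Its log2 fold change in the mouse was -2.86, that of Acan -2.43 and that of Clec3a, a cartilage lectin gene, -3.15.

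Of 15 hypertrophic differentiation genes in the mouse, 10 were lower and 1 higher in the phalanx HZ (10 and 2 when adjusted over the list alone, adjusted p = 0.04 with an estimated correlation), among them Vegfa, the vascular growth factor gene (-1.56). Of 12 in the rat, 6 were lower and 2 higher (6 and 2 when adjusted over the list alone, adjusted p = 0.45).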

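Single genes of hedgehog signaling differed between the bones. Hhip, a hedgehog target that encodes an inhibitor of the pathway, was higher in the phalanx in both zones and both species. The hedgehog targets Gli1 and Ptch1 were higher in the phalanx HZ, while Ihh, the ligand of prehypertrophic and hypertrophic chondrocytes, was lower there. Of the genes of fibroblast growth factor signaling, the receptor genes Fgfr1 and Fgfr2 were higher in the mouse phalanx PZ.

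Hhip (GRCm38 chromosome 8, 79965851 to 80058006) was 209.7 ± 70.21 in the mouse tibia HZ and 2042 ± 488.1 in the phalanx HZ (SD, n = 5 each), a log2 fold change of 3.31 ± 0.29 (SE, adjusted p = 6e-10 from limma). In the rat HZ it was 3.34 ± 0.42 (adjusted p = 2.8e-07). In the PZ its log2 fold change was 2.86 ± 0.31 in the mouse and 2.33 ± 0.42 in the rat (adjusted p = 1.3e-07 and 0.00024), the rat call ending with the marrow scores. Gli1 (chromosome 10, 127329882 to 127341974) was 1.47 ± 0.30 higher in the mouse phalanx HZ and 3.04 ± 0.57 higher in the rat (adjusted p = 0.00067 and 0.00017). Ptch1 was 1.32 ± 0.19 and 1.33 ± 0.16 higher there (adjusted p = 1.2e-05 and 6e-08). Ihh (chromosome 1, 74945315 to 74951672) was lower in the phalanx HZ by 2.37 ± 0.34 in the mouse and 1.25 ± 0.28 in the rat (adjusted p = 1.2e-05 and 0.00073).

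Of 13 hedgehog genes in the mouse, 4 were higher and 3 lower in the phalanx HZ (5 and 3 when adjusted over the list alone, adjusted p = 0.69 with an estimated correlation), and 3 were higher in the PZ (4 higher and 1 lower when adjusted over the list alone, adjusted p = 0.029). Of 11 in the rat, 6 were higher and 2 lower in the HZ (6 and 2 when adjusted over the list alone, adjusted p = 0.23), and 4 were higher in the PZ (4 when adjusted over the list alone, adjusted p = 0.17). Spp1, the osteopontin gene, was 2.503 higher in the mouse phalanx PZ and 4.43 higher in the rat (adjusted p = 0.01 and 4.9e-05). The marrow scores ended the rat call of Spp1, and fitting the phalanx and tibia libraries alone ended the mouse call.

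Of 14 genes of fibroblast growth factor signaling in the mouse, 5 were higher in the phalanx PZ (6 when adjusted over the list alone, adjusted p = 0.011 with an estimated correlation), and of 13 in the rat 4 were higher and 1 lower (6 and 1 when adjusted over the list alone, adjusted p = 0.18). In the same mouse comparison 7 of 14 perichondrium and fibroblast genes and 7 of 14 endothelial genes were higher (10 and 10 when adjusted over the list alone, adjusted p = 0.0042 and 0.12). Fgfr1 was 1.68 ± 0.18 and Fgfr2 1.99 ± 0.25 higher in the mouse (adjusted p = 1.7e-07 and 2.1e-06). In the HZ 1 gene was higher and 2 lower in the mouse, and 1 higher and 1 lower in the rat (1 and 2, and 0 and 1, when adjusted over the list alone, adjusted p = 0.91 and 0.77).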

Pathway analysis identified several signaling pathways implicated in chondrocyte function, such as Wingless and Int-1 (Wnt) signaling and insulin-like growth factor (Igf) signaling in the proliferative zone as well as basal cell carcinoma signaling (involving hedgehog signaling) in the hypertrophic zone (Fig 4A, S9 Table and S10 Table). 

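The 3 limb patterning genes Shox2, Tbx5 and Hoxd13 differed between the phalanx and the tibia of either age. Tbx5 was low in the tibia at both ages and high in the phalanx, and Shox2 the reverse. The genes Adamts4, which encodes an aggrecanase, and Epha3, an ephrin receptor gene, were measured in the PZ, and Panx2, a pannexin channel gene, and Fzd9, a Wnt receptor gene, in the HZ.

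Shox2 (GRCm38 chromosome 3, 66971727 to 66981771) was 2033 ± 260.7 in the mouse 1-week tibia PZ (SD, n = 5) and 16.25 ± 23.32 in the phalanx PZ (SD, n = 4), a log2 fold change of -8.10 ± 0.61 (SE, adjusted p = 1.5e-10 from limma). The rat PZ held 1505 ± 182 and 2.246 ± 2.882 (-9.30 ± 0.37, adjusted p = 1.2e-19). Against the 4-week tibia the phalanx PZ was lower by 7.62 in the mouse and 8.96 in the rat (adjusted p = 4e-10 and 4.1e-19). Between the ages Shox2 did not pass the test in the PZ (-0.48 and -0.34, adjusted p = 0.72 and 0.6).

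Tbx5 (chromosome 5, 119832668 to 119885219) was 0.8854 ± 1.98 in the mouse tibia PZ and 966.5 ± 293.4 in the phalanx PZ (9.39 ± 0.85, adjusted p = 1.8e-09). In the rat it was 0 in every 1-week tibia PZ library and 548.1 ± 82.12 in the phalanx PZ. Against the 4-week tibia its log2 fold change was 9.68 in the mouse and 7.37 in the rat (adjusted p = 4.6e-10 and 2.4e-10). Its change with age in the rat PZ, 1.72 (adjusted p = 0.072), passed without 4-week tibia PZ replicate 3 or 4 and with array quality weights (adjusted p = 0.038). Hoxd13 (chromosome 2, 74668310 to 74671599) was 8.32 ± 0.86 higher in the mouse phalanx PZ and 9.52 ± 0.61 higher in the rat (adjusted p = 3.1e-08 and 1.5e-13). Against the 4-week tibia it was 9.39 and 9.30 higher (adjusted p = 1.1e-09 and 2.1e-13). With age its log2 fold change in the PZ was -1.07 in the mouse and 0.22 in the rat (adjusted p = 0.51 and 0.86).

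Adamts4 (chromosome 1, 171250421 to 171260637) was 3.51 ± 0.80 higher in the rat phalanx PZ than in the 1-week tibia (adjusted p = 0.0029) and 2.505 higher than in the 4-week tibia (adjusted p = 0.023). The first of these calls ended with the marrow scores. In the mouse Adamts4 did not pass against the 1-week tibia (1.96 ± 0.64, adjusted p = 0.072) or the 4-week tibia (1.42, adjusted p = 0.13). It passed against the 1-week tibia without phalanx PZ replicate 5 or tibia PZ replicate 4. Epha3 (chromosome 16, 63543534 to 63864175) was 3.94 ± 0.98 higher in the rat phalanx PZ than in the 1-week tibia (adjusted p = 0.0063, a call that ended with the marrow scores) and 6.63 higher than in the 4-week tibia (adjusted p = 6.1e-06). In the mouse Epha3 passed neither test (1.68 ± 0.60 and 1.61, adjusted p = 0.11 and 0.061). It passed against the 1-week tibia with only the groups compared, with or without the replicate block, and in limma-voom, chosen after seeing the values. With age neither gene passed in either species (Adamts4 0.54 and 1.00, adjusted p = 0.7 and 0.45; Epha3 0.06 and -2.69, adjusted p = 0.98 and 0.056). The fall of Epha3 in the rat passed without 1-week tibia PZ replicate 3 or 5.

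Panx2 (chromosome 15, 89059734 to 89073567) was lower in the phalanx HZ by 4.14 ± 0.77 in the mouse and 1.89 ± 0.45 in the rat (adjusted p = 0.00019 and 0.0014). In the mouse it also fell with age (-3.46 ± 0.77, adjusted p = 0.0022, a call that ended with the marrow scores) and the phalanx did not differ from the 4-week tibia (-0.68, adjusted p = 0.64). In the rat it did not change with age (-0.16, adjusted p = 0.85) and was lower in the phalanx than in the 4-week tibia (-1.73, adjusted p = 0.0049). Fzd9 (chromosome 5, 135248938 to 135251230) was higher in the phalanx HZ by 2.23 ± 0.76 in the mouse and 1.92 ± 0.52 in the rat (adjusted p = 0.036 and 0.0044). The mouse call ended without phalanx HZ replicate 2 or 5 and without tibia HZ replicate 1, 2 or 5. Against the 4-week tibia Fzd9 was 0.26 higher in the mouse and 1.47 higher in the rat (adjusted p = 0.88 and 0.038). Of the 20 tests of these genes in their zones, 3 genes in both zones and 4 in 1 zone over 2 species, 16 passed in the same direction against both the 1-week and the 4-week tibia.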

We visualized the most significantly differentially expressed genes in either the proliferative zone or the hypertrophic zone using heatmaps (Fig 4B and 4C) and showed that, for some of these differentially expressed genes (such as *Shox*, *Tbx5*, and *Hoxd13*), the expression in 1-week phalanges differs from both the 1-week and 4-week tibias, suggesting age-independent differential expression; on the other hand, for other genes (such as *Adamts4* and *Epha3* in proliferative zone and *Panx2* and *Fzd9* in hypertrophic zone), the expression in 1-week phalanges differed from 1-week tibias but resembled the 4-week tibias, suggesting that the difference in expression between phalanges and tibias at 1 week originates from more advanced senescence in the phalanges. 

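Inhibitors of Wnt, Igf and Bmp signaling were measured beside the ligands they oppose. Those higher in the phalanx included Cxxc4, the gene of an intracellular Wnt inhibitor, in the PZ of both species, and Sostdc1 and Sost, genes of secreted Bmp and Wnt inhibitors, in the mouse HZ. Others ran the opposite way. Nog, the noggin gene, was lower in the mouse phalanx HZ, and Frzb, a Wnt antagonist gene of cartilage, in the phalanx HZ of both species.

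Of 13 Wnt antagonist genes in the mouse, 3 were higher in the phalanx PZ (5 when adjusted over the list alone, adjusted p = 0.16 with an estimated correlation). Of 11 in the rat, 2 were higher and 1 lower (3 and 2 when adjusted over the list alone, adjusted p = 0.78). Cxxc4 was 3.44 ± 1.02 higher in the mouse and 3.93 ± 0.92 in the rat on the log2 scale (SE, adjusted p = 0.041 and 0.0037 from limma), and Sfrp1, another Wnt antagonist gene, was 1.95 ± 0.33 lower in the rat. In the HZ 3 were higher and 1 lower in the mouse (3 and 1 when adjusted over the list alone, adjusted p = 0.89), and 4 higher and 2 lower in the rat (6 and 2 when adjusted over the list alone, adjusted p = 0.17). Frzb was lower there by 1.82 ± 0.40 in the mouse and 1.37 ± 0.27 in the rat.

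Of 15 Bmp antagonist genes in the mouse, 5 were higher and 3 lower in the phalanx HZ (5 and 3 when adjusted over the list alone, adjusted p = 0.57 with an estimated correlation). Sostdc1 was 5.91 and Sost 4.42 higher, and Nog had a log2 fold change of -2.18. Of 11 in the rat, 4 were higher and 2 lower (4 and 2 when adjusted over the list alone, adjusted p = 0.69). Of 11 Igf binding protein and inhibitor genes in the mouse, 2 were higher and 1 lower in the phalanx PZ (2 and 1 when adjusted over the list alone, adjusted p = 0.46). Of 9 in the rat, 2 were higher (2, and 1 lower, when adjusted over the list alone, adjusted p = 0.33). In no zone or species did the 3 inhibitor lists differ from other genes between the bones at an adjusted p under 0.05 with an estimated correlation.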

We noticed that many of the antagonists or inhibitors of these paracrine signaling pathways, such as *Igfbp4*, *Igfbp5*, *Dkk3*, *Wif1*, and *Bmp3*, were expressed at higher levels in the phalangeal growth plates, while agonists, such as *Bmp6*, *Wnt4*, and *Wnt5b*, were expressed at higher levels in the tibial growth plates (Fig 4B and 4C).

**Fig 4:**
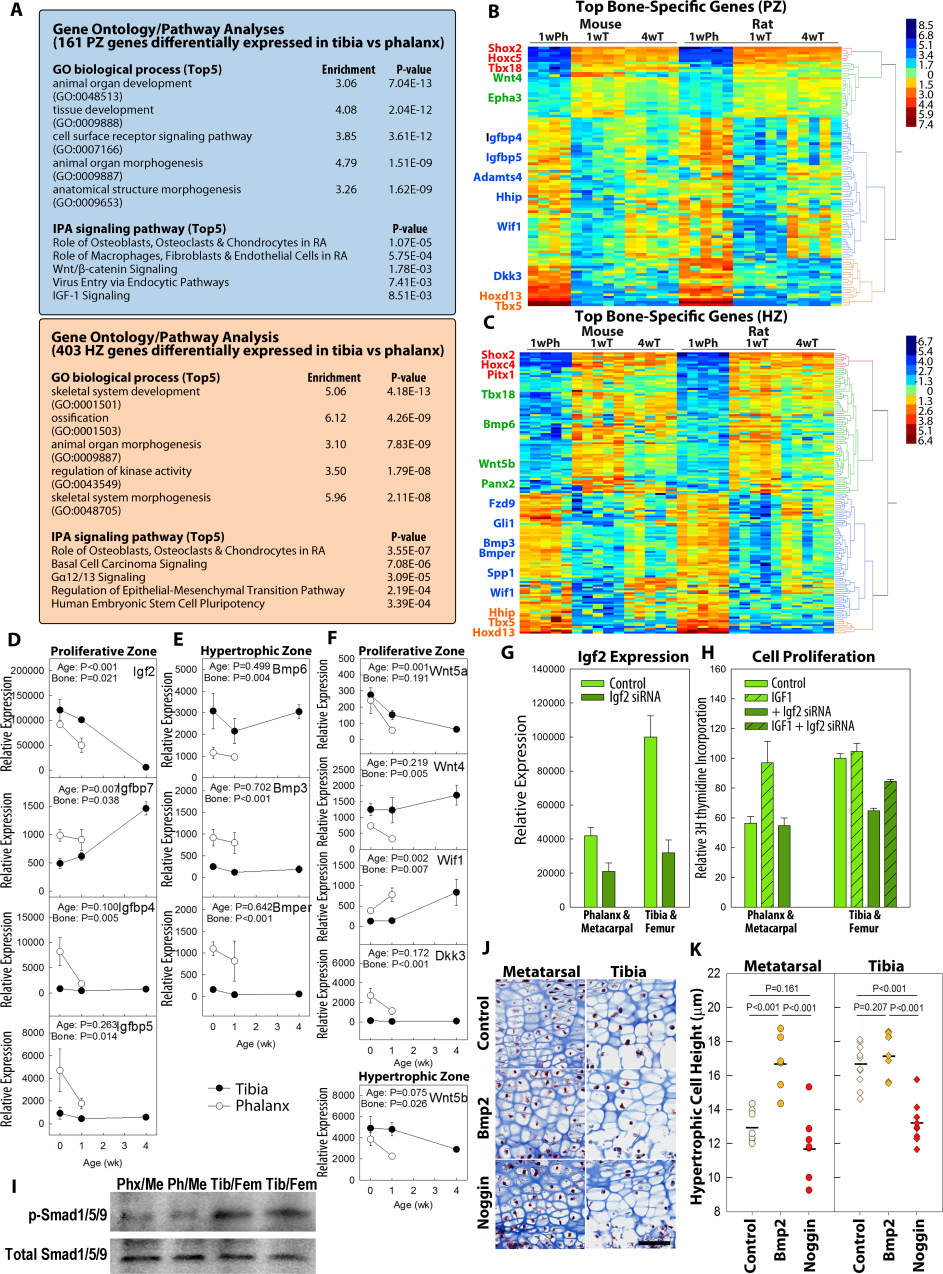
Differences in specific paracrine signaling pathways contribute to disparities in growth plate function between different bones. RNA-Seq was used to identify genes differentially expressed between proximal tibia and proximal phalanx (>2-fold, FDR < 0.05, both species, age 1 week). (A) Gene ontology and signaling pathway analyses showed enrichment for developmental-related functions and identified pathways previously implicated in growth plate biology. (B, C) Heatmaps were generated by hierarchical clustering of the 150 genes that showed the greatest differential expression between tibia and phalanx. Scale bar represents log_2_ (fold differences). (D–F) Specific genes from IGF (panel D), BMP (panel E), and Wnt (panel F) signaling pathways that showed significant differential expression between 1-week tibia and phalanx by RNA-Seq were selected for validation by qPCR and to determine time course. (G, H) When cultured in monolayer, primary mouse chondrocytes isolated from tibias showed higher Igf2 expression (panel G, light green bars) and more rapid proliferation (panel H, open light green bars) than those from phalanges. Proliferation of phalangeal chondrocytes, but not tibial chondrocytes, responded positively to exogenous Igf1 (panel H, striped light green bars). When treated with siRNA against Igf2 (no exogenous Igf1; panel G, dark green bars), proliferation was inhibited (versus control) in tibial chondrocytes but not phalangeal chondrocytes (panel H, open dark green bars). This inhibition was partially reversed by exogenous Igf1 (panel H, striped dark green bar). (I) Western blot showed higher levels of p-SMAD1/5/9 in tibial/femoral growth plate chondrocytes than metacarpal/phalangeal chondrocytes, implying more active BMP signaling in the longer bones. (J, K) Neonatal mouse tibias and metatarsals were treated with Bmp2 or Noggin in culture for 3 days, followed by histological examination for chondrocyte hypertrophy. Scale bar, 50 μm. *N* = 8–10; horizontal line represents sample means. Raw values for Fig 4D–4H, and K are available in S1 Data. BMP, bone morphogenetic protein; FDR, false discovery rate; IGF, insulin-like growth factor; pSMAD1/5/9, phosphorylated SMAD1/5/9; qPCR, quantitative PCR; RNA-Seq, RNA sequencing; siRNA, small interfering RNA; Wnt, Wingless and Int-1.

Based on these observations, we hypothesized that some components of key paracrine signaling pathways may be differentially expressed between different bones leading to differing growth rates. Our bioinformatic analysis implicated many signaling pathways, but we chose to focus on specific pathways that were previously known to regulate skeletal growth. 

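Of the Igf genes, the ligand Igf2 fell with age. Igf1r, the receptor gene, fell with age in the tibia. Igf1, the second ligand gene, was higher in the mouse phalanx PZ, and Irs1 and Irs2, genes of the receptor's substrates, were lower in the rat phalanx PZ.

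Igf2 in the rat PZ was 24900 ± 3097 in the 1-week tibia, 420.7 ± 336.1 in the 4-week tibia and 20540 ± 3336 in the phalanx (normalized counts, SD, n = 5 each). Between the bones its log2 fold change in the PZ was -0.12 in the mouse and -0.28 in the rat (adjusted p = 0.96 and 0.72 from limma). In the HZ it was -1.32 ± 0.47 in the mouse and -0.91 in the rat (adjusted p = 0.05 and 0.058). The mouse value lay at the threshold and did not pass in 9 of 10 fits with a phalanx or tibia HZ library left out. Igf1r fell with age in the PZ by 1.15 ± 0.17 in the mouse and 0.85 ± 0.20 in the rat (adjusted p = 3.1e-05 and 0.0024).

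Of 6 Igf ligand and receptor genes in the mouse, 2 were lower with age in the PZ and 3 in the HZ (2 and 3 when adjusted over the list alone, adjusted p = 0.029 and 0.025 with an estimated correlation). Of 5 in the rat, 4 were lower in the PZ and 3 in the HZ (4 and 3 when adjusted over the list alone, adjusted p = 0.0072 and 0.023). In the phalanx PZ 1 mouse gene was higher (1 when adjusted over the list alone, adjusted p = 0.7), Igf1 at 2.23 ± 0.59 (adjusted p = 0.022). List counts take an adjusted p under 0.05 without a fold minimum. In the rat phalanx PZ 3 were lower (4 when adjusted over the list alone, adjusted p = 0.016), Irs2 at -1.10, Irs1 at -0.83 and Insr, the insulin receptor gene, at -0.74. In the phalanx HZ 2 mouse genes and 4 rat genes were lower (2 and 5 when adjusted over the list alone, adjusted p = 0.14 and 0.1).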

We first investigated Igf signaling, which is a critical regulator of growth plate chondrocyte proliferation [14] and hypertrophy [15] (S7 Fig, top panel). 

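Igfbp4 and Igfbp5 encode secreted binding proteins that hold Igf ligands away from their receptor. By RNA-Seq both were higher in the PZ of the phalanx than of the tibia in mouse and rat, with a wide spread between the rat phalanx libraries.

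Igfbp4 (GRCm38 chromosome 11, 99041244 to 99054392) was 151.9 ± 78.02 in the mouse 1-week tibia PZ (SD, n = 5) and 436.5 ± 40.13 in the phalanx PZ (SD, n = 4), a log2 fold change of 1.69 ± 0.35 (SE, adjusted p = 0.0023 from limma). The rat PZ value was 30.86 ± 34.08 and 322.3 ± 300.2 (SD, n = 5 each), a log2 fold change of 3.61 ± 0.78 (adjusted p = 0.0027). The rat call ended with the marrow scores (2.55) and in limma-voom on the recovered reads (3.56). Igfbp5 (chromosome 1, 72857932 to 72874884) was 276.1 ± 168.1 in the mouse tibia PZ and 1006 ± 242.7 in the phalanx PZ (2.45 ± 0.68, adjusted p = 0.034). This call ended without phalanx PZ replicate 1, 2 or 4 and when the phalanx and tibia libraries were fitted alone. Igfbp5 in the rat PZ was 11.22 ± 6.515 and 96.61 ± 109 (2.68 ± 0.50, adjusted p = 0.00035), and the marrow scores ended the call.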

Consistent with the RNA-Seq results, we confirmed that 2 Igf-binding proteins (Igfbp)—Igfbp4 and 5—which negatively regulate the local availability of ligands to the Igf receptor and thus inhibit Igf signaling [16], were more highly expressed in the proliferative zone of the phalanges compared with tibias (Fig 4D). 

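Igfbp7 encodes a secreted protein that binds insulin-like growth factors weakly and is also a marker of cells in senescence. It rose with age in the tibial PZ of both species and in the HZ of the rat. In the 1-week phalanx it was higher than in the tibia in the rat HZ, and not by the test in the PZ.

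Igfbp7 (GRCm38 chromosome 5, 77349240 to 77408041) rose in the mouse tibia PZ from 761.7 ± 165.5 at 1 week to 1727 ± 165.6 at 4 weeks (SD, n = 5 each), a log2 fold change of 1.20 ± 0.30 (SE, adjusted p = 0.011 from limma). The rat PZ value rose from 206.7 ± 111.5 to 872.6 ± 243.3 (2.20 ± 0.47, adjusted p = 0.0016), and by 0.46 with the marrow scores in the model, which ended the call. In the HZ its change with age was 1.90 ± 0.47 in the rat (adjusted p = 0.0077) and 0.39 in the mouse (adjusted p = 0.42). The phalanx PZ was 0.60 higher than the tibia PZ in the mouse and 1.09 higher in the rat on the log2 scale, and neither passed the test (adjusted p = 0.36 and 0.16). The difference in the phalanx HZ was 2.30 in the rat (adjusted p = 0.00044). The newborn samples of this gene were not analysed here.

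**Figure D3:**
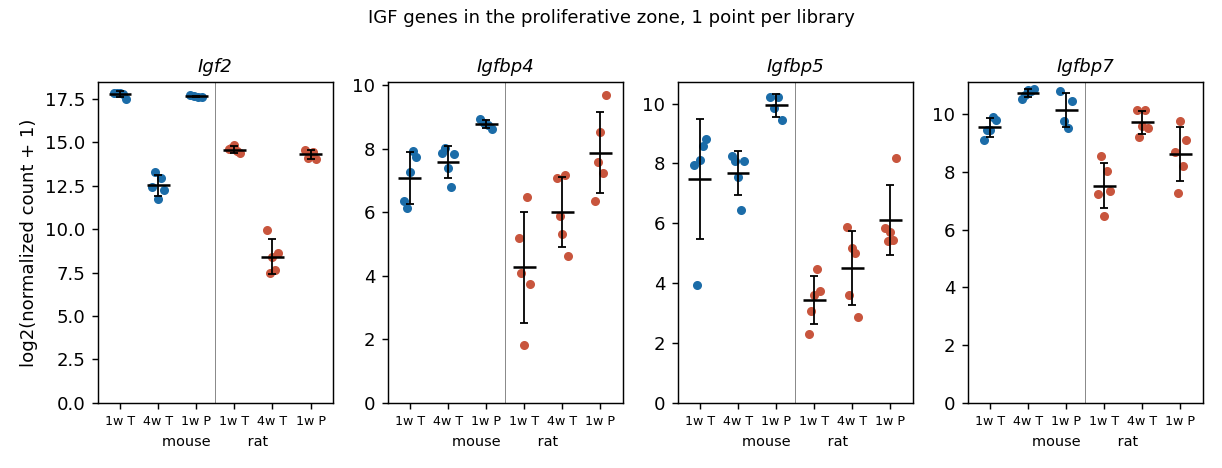
Log2 of normalized counts plus 1 on the y axis for Igf2, Igfbp4, Igfbp5 and Igfbp7 in the PZ, for the 1-week tibia (1w T), 4-week tibia (4w T) and 1-week phalanx (1w P) of mouse and rat on the x axis. Points are libraries, black lines are means and bars are SD; Igf2 is lower at 4 weeks, with log2 fold changes of -5.24 in the mouse and -6.17 in the rat.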

A third Igfbp, *Igfbp7*, which we identified as a senescence-related gene previously [17] and also in the current study, was up-regulated with age in the tibia and showed higher expression in the phalanges at birth and at 1 week of age (Fig 4D). In contrast, *Igf2*, which was previously found to decline with age in the growth plate [17], showed an earlier decline in the proliferative zone of the phalanx (Fig 4D). To test for a causal relationship between a difference in Igf signaling and the difference in chondrocyte proliferation, we next cultured murine growth plate chondrocytes isolated from proximal tibias and distal femurs or from phalanges and metacarpals of 1-week-old mice. The chondrocytes from the combined tibias/femurs exhibited higher levels of *Igf2* expression (Fig 4G) and more robust proliferation (Fig 4H) than chondrocytes from the phalanges/metacarpals. Addition of Igf1 to the culture medium increased proliferation of chondrocytes isolated from phalanges/metacarpals to match that of untreated chondrocytes from the tibias/femurs. In contrast, addition of Igf1 to the chondrocytes from tibias/femurs did not stimulate additional proliferation. These results suggest that, in phalangeal/metacarpal chondrocytes, lower Igf signaling limits proliferation, whereas in tibial/femoral chondrocytes, Igf signaling is already optimal for proliferation. We next hypothesized that this apparent difference in Igf signaling was due in part to the greater Igf2 expression in tibial/femoral chondrocytes. Consistent with that hypothesis, suppression of endogenous Igf2 expression with siRNA (Fig 4G) suppressed proliferation in tibial/femoral chondrocytes but not phalangeal/metacarpal chondrocytes (Fig 4H). Lastly, when Igf1 was added back to these siRNA-treated tibial/femoral chondrocytes, they now resembled chondrocytes from the phalanges/metacarpals in that they responded positively to exogenous Igf1 (Fig 4H). These data together strongly suggest that tibial/femoral chondrocytes showed more robust proliferation than phalangeal/metacarpal chondrocytes, in part due to differences in the Igf signaling pathway.

In addition to Igf signaling, our RNA-Seq analysis in the hypertrophic zone identified a number of genes implicated in bone morphogenetic protein (Bmp) signaling, another paracrine regulatory system that is important in the growth plate [18] (Fig 4C and S7 Fig, bottom panel). 

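In the HZ, the ligand gene Bmp6 was lower in the phalanx, and Bmp3, which encodes a ligand that opposes other Bmps, and Bmper, the gene of a secreted Bmp-binding protein, were higher. Bmp2 was lower in the mouse phalanx HZ, and Bmp4 was higher in the rat. The Bmp target genes Id1, Id2 and Id3, which encode inhibitors of differentiation, were not lower in the phalanx of either species.

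Bmp6 (GRCm38 chromosome 13, 38345107 to 38500302) was 4335 ± 2102 in the mouse 1-week tibia HZ and 754.8 ± 335.9 in the phalanx HZ (SD, n = 5 each), a log2 fold change of -2.54 ± 0.47 (SE, adjusted p = 0.00036 from limma). In the rat it was 1495 ± 434.3 and 431.1 ± 100 (-1.77 ± 0.31, adjusted p = 3.1e-05). Bmp3 (chromosome 5, 98854415 to 98884396) was 233.9 ± 148.5 in the mouse tibia HZ and 806.7 ± 246.1 in the phalanx HZ (2.44 ± 0.79, adjusted p = 0.031). The call ended in 5 of 10 omissions (phalanx HZ replicates 1 to 4 and tibia HZ replicate 1, without which the change was 1.45) and in limma-voom on the recovered reads. In the rat Bmp3 was 146.9 ± 104 and 784.8 ± 195.8 (2.68 ± 0.59, adjusted p = 0.00074). Bmper (chromosome 9, 23223076 to 23485200) was 66.53 ± 45.66 and 259.7 ± 178.9 in the mouse (2.09 ± 0.58, adjusted p = 0.011) and 56.5 ± 47.28 and 265.3 ± 155.9 in the rat (2.44 ± 0.44, adjusted p = 6.1e-05). The mouse call of Bmper ended in 4 alternatives, array quality weights, limma-voom, and the phalanx and tibia libraries fitted alone with or without replicate number as a block.

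Of 14 Bmp ligand and receptor genes in the mouse, 2 were higher and 2 lower in the phalanx HZ (3 and 2 when adjusted over the list alone, adjusted p = 0.89 with an estimated correlation), the lower being Bmp6 and Bmp2 (-1.41). Of 12 in the rat, 3 were higher and 1 lower (3 and 1 when adjusted over the list alone, adjusted p = 0.5), Bmp4 among the higher (2.52). Of 5 Bmp target genes, 2 were higher and 1 lower in the mouse (2 and 1 when adjusted over the list alone, adjusted p = 0.57), Id2 at 1.56 and Id3 at 1.16 being higher. In the rat 4 were higher (4 when adjusted over the list alone, adjusted p = 0.47), Id2 at 1.48, Id1 at 0.95 and Id3 at 0.76 among them.

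**Figure D4:**
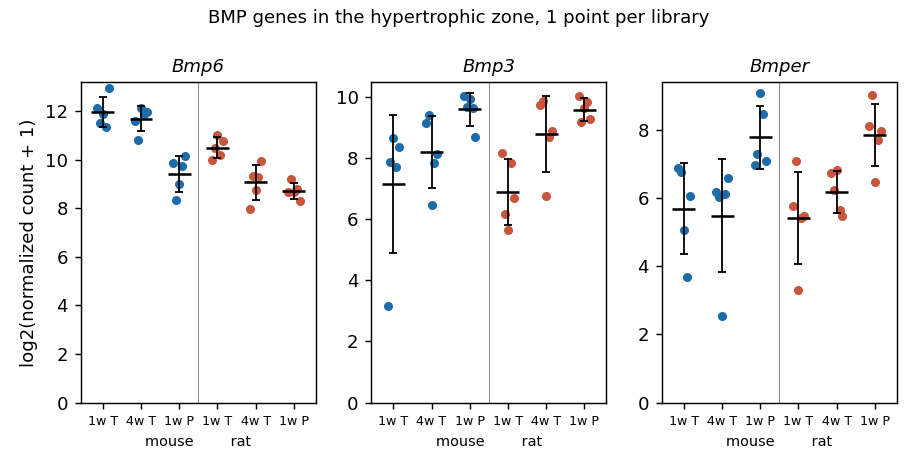
Log2 of normalized counts plus 1 on the y axis for Bmp6, Bmp3 and Bmper in the HZ, for the 1-week tibia (1w T), 4-week tibia (4w T) and 1-week phalanx (1w P) of mouse and rat on the x axis. Points are libraries, black lines are means and bars are SD; in the phalanx Bmp6 is lower (-2.54 in the mouse, -1.77 in the rat) and Bmp3 higher (2.44 and 2.68) than in the 1-week tibia.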

We confirmed with qPCR that tibia expressed higher levels of *Bmp6* (a Bmp ligand) and lower levels of *Bmp3* and *Bmper* (both Bmp functional antagonists) in the hypertrophic zone (Fig 4E). Because numerous previous studies have implicated Bmp signaling in promoting chondrocyte hypertrophy [19,20], we hypothesized that these differences in Bmp agonist and antagonist levels may contribute to a difference in BMP signaling and therefore the observed difference in chondrocyte hypertrophy between these bones. Consistent with this hypothesis, western blot showed that chondrocytes isolated from tibial and femoral growth plate have higher levels of phosphorylated Smad1/5/9 compared with chondrocytes from metacarpal and phalangeal growth plate, suggesting the presence of more active BMP signaling. To test this hypothesis further, we cultured whole neonatal mouse tibia and metatarsal bones in the presence or absence of exogenous Bmp2 (Fig 4J). We found that administration of Bmp2 significantly increased hypertrophic cell height in metatarsals (129% of controls, *p* < 0.001) to match that of untreated tibias. In contrast, Bmp2 did not significantly increase hypertrophic cell height in tibias (105%, *p* = 0.207). We next treated the bones with Noggin, a Bmp functional antagonist, and found that it significantly reduced hypertrophy in tibias (*p* < 0.001) but not in metacarpals (*p* = 0.161) (Fig 4K). Collectively, these findings suggest that the difference in endogenous Bmp signaling contributes to the difference in chondrocyte hypertrophy between different long bones.

Our expression data also implicated a third paracrine regulatory system that is important in the growth plate, Wnt signaling [21] (S7 Fig, middle panel). 

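Beyond the ligands and antagonists named by the paper, single receptor and target genes of Wnt signaling differed between the bones. Fzd2 and Fzd5, Wnt receptor genes, were higher in the phalanx HZ of both species. Lef1, a transcription factor gene and target of Wnt signaling, was higher in the mouse phalanx PZ.

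Of 21 Wnt ligand and receptor genes in the mouse, 2 were lower in the phalanx PZ (2 when adjusted over the list alone, adjusted p = 0.66 with an estimated correlation), and 5 were higher and 2 lower in the HZ (5 and 3 when adjusted over the list alone, adjusted p = 0.58). Of 18 in the rat, 1 was higher and 2 lower in the PZ (2 and 2 when adjusted over the list alone, adjusted p = 0.75), and 6 higher and 3 lower in the HZ (7 and 4 when adjusted over the list alone, adjusted p = 0.5). Fzd2 was 2.79 ± 0.79 higher in the mouse HZ and 2.43 ± 0.63 higher in the rat HZ on the log2 scale (SE, adjusted p = 0.012 and 0.0031 from limma). Fzd5 was 1.52 ± 0.39 and 3.04 ± 0.98 higher (adjusted p = 0.0056 and 0.014).

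Of 7 Wnt target genes in the mouse, 1 was higher in the phalanx PZ, Lef1 at 2.06 (1 when adjusted over the list alone, adjusted p = 0.42), and 2 were higher and 1 lower in the HZ (2 and 1 when adjusted over the list alone, adjusted p = 0.93). Of 5 in the rat, none passed in the PZ by limma (none when adjusted over the list alone, adjusted p = 0.88), and 2 were higher in the HZ (2 when adjusted over the list alone, adjusted p = 0.5).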

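The Wnt ligand genes Wnt4, Wnt5a and Wnt5b and the antagonist genes Wif1 and Dkk3 were measured in the PZ of both species. Wif1, whose protein binds Wnt ligands, differed the most clearly and was higher in the phalanx in both. Wnt4 was lower in the phalanx in both, and Wnt5a, Wnt5b and Dkk3 each passed the test in 1 species in the main fit.

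Wnt4 (GRCm38 chromosome 4, 137277489 to 137299726) was 1232 ± 329 in the mouse 1-week tibia PZ (SD, n = 5) and 477.2 ± 185.2 in the phalanx PZ (SD, n = 4), a log2 fold change of -1.40 ± 0.33 (SE, adjusted p = 0.0095 from limma). This call ended without phalanx PZ replicate 4. In the rat Wnt4 was 129.8 ± 44.21 and 47.83 ± 24.99 (-1.48 ± 0.49, adjusted p = 0.046), a call that ended in 8 of 10 omissions (phalanx PZ replicates 1, 3, 4 and 5, tibia PZ replicates 1, 2, 4 and 5). Wnt5a (chromosome 14, 28504750 to 28527448) was 447 ± 93.27 in the mouse tibia PZ and 165.5 ± 47.42 in the phalanx PZ (-1.46 ± 0.37, adjusted p = 0.014), and ended without phalanx PZ replicate 4 or tibia PZ replicate 2. In the rat it did not pass (-0.56 ± 0.29, adjusted p = 0.24). With age Wnt5a fell in the PZ by 1.88 ± 0.35 in the mouse and 2.01 ± 0.29 in the rat (adjusted p = 0.00043 and 4.2e-06), the rat call ending with the marrow scores.

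Wnt5b (chromosome 6, 119432531 to 119544347) was 1112 ± 162.5 in the rat tibia PZ and 558.4 ± 225.5 in the phalanx PZ (-1.11 ± 0.25, adjusted p = 0.0023), and ended without phalanx PZ replicate 5 (-0.80). In the mouse PZ it did not pass (-0.56 ± 0.29, adjusted p = 0.35). In the HZ it was lower in the phalanx of both species (-1.67 ± 0.28 and -1.91 ± 0.25, adjusted p = 4.5e-05 and 3.6e-07). Wif1 (chromosome 10, 121033960 to 121100650) was 45.7 ± 37.35 in the mouse tibia PZ and 218.4 ± 92.77 in the phalanx PZ (2.68 ± 0.58, adjusted p = 0.0042, a call that ended in limma-voom). In the rat it was 47.29 ± 4.972 and 462.9 ± 224.5 (3.15 ± 0.44, adjusted p = 5.5e-06, a call that ended with the marrow scores). Dkk3 (chromosome 7, 112116017 to 112159057) was 21.78 ± 20.34 and 176.4 ± 117 in the mouse PZ (3.75 ± 0.94, adjusted p = 0.014), and ended without phalanx PZ replicate 1 or tibia PZ replicate 1 or 2. In the rat it did not pass (1.82 ± 0.72, adjusted p = 0.11), though it did when the phalanx and tibia libraries were fitted alone, with or without the replicate block.

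**Figure D5:**
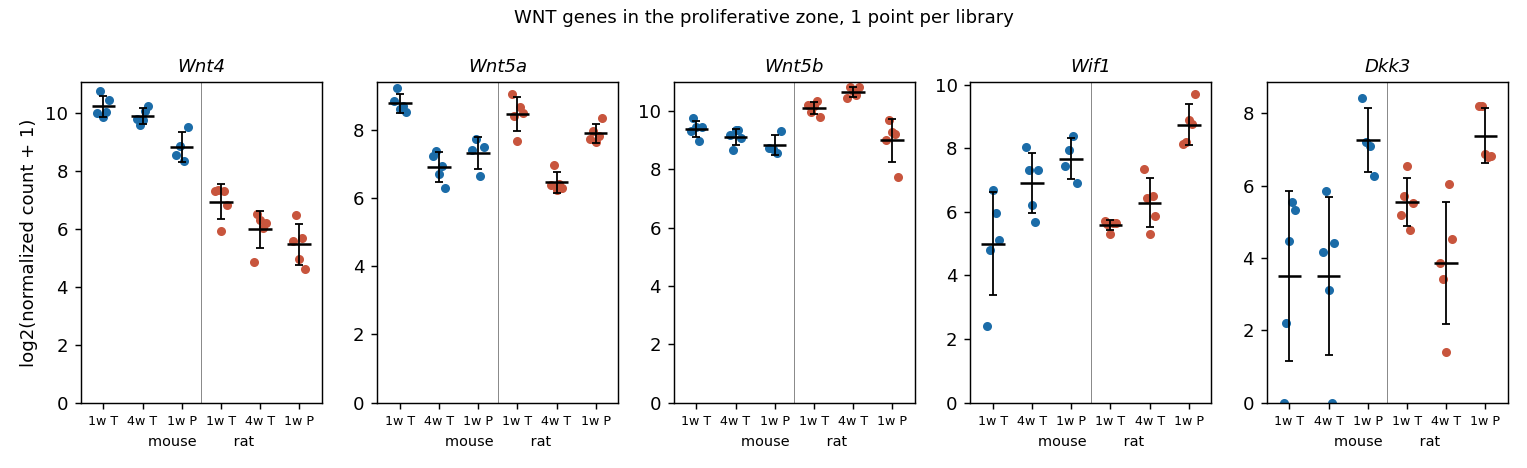
Log2 of normalized counts plus 1 on the y axis for Wnt4, Wnt5a, Wnt5b, Wif1 and Dkk3 in the PZ, for the 1-week tibia (1w T), 4-week tibia (4w T) and 1-week phalanx (1w P) of mouse and rat on the x axis. Points are libraries, black lines are means and bars are SD; Wif1 is higher in the phalanx than in the 1-week tibia in both species (2.68 and 3.15) and Wnt4 is lower (-1.40 and -1.48).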

RNA-Seq, confirmed by qPCR, showed that the tibia expressed higher levels of Wnt ligands (*Wnt4*, *Wnt5a*, *Wnt5b*) and lower levels of functional Wnt antagonists (*Wif1* and *Dkk3*) compared with the phalanx (Fig 4F). Wnt5a expression also decreased with age, while Wif1 expression increased with age, and both genes showed more advanced changes in the phalanges compared with the tibias (Fig 4F). These expression data suggest lower Wnt signaling levels in the shorter bone, but the functional role in the differential growth between longer and shorter bones remains to be determined.

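Cells in senescence leave the cell cycle, so cell cycle genes were tested first. Aurkb, a mitotic kinase gene, Ube2c, a ubiquitin ligase gene of mitosis, and Kif11, a mitotic motor gene, were not lower with age or in the phalanx in either zone. In the rat HZ they and most other cell cycle genes were higher in the phalanx, 21 of 28 at an adjusted p under 0.05 without a fold minimum, though 2 of 100 groupings of the libraries, the real one among them, called as many, the highest other 22, and the list as a whole did not pass with an estimated correlation (adjusted p = 0.17).

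Of 28 cell cycle genes in the mouse PZ, none passed with age or between the bones by limma (none in either when adjusted over the list alone, adjusted p = 0.33 and 0.69 with an estimated correlation). In the rat PZ 1 was higher with age, Pcna at 1.00 on the log2 scale, and 1 lower in the phalanx, Plk1 at -0.78 (1 and 0 when adjusted over the list alone, adjusted p = 0.97 and 0.88). In the mouse HZ, Aurkb was 0.85 higher and Tpx2, a spindle gene, 0.83 lower with age (1 higher and 1 lower when adjusted over the list alone, adjusted p = 0.91). In the mouse phalanx HZ Aurkb and Mcm4, a replication gene, were higher (1 when adjusted over the list alone, adjusted p = 0.9). In the rat HZ 11 were higher with age (19 when adjusted over the list alone, adjusted p = 0.3) and 21 in the phalanx (24 when adjusted over the list alone, adjusted p = 0.17). Aurkb was 1.72, Ube2c 1.69 and Kif11 1.43 higher in the rat phalanx HZ. Markers of other cell types were higher in the same comparison, 13 of 16 macrophage genes, 5 of 7 osteoclast, 5 of 13 endothelial and 3 of 3 adipocyte genes (13, 6, 5 and 3 when adjusted over the list alone, adjusted p = 0.26, 0.47, 0.49 and 0.17 with an estimated correlation), and of 11 perichondrium and fibroblast genes 8 were higher and 1 lower (8 and 1 when adjusted over the list alone, adjusted p = 0.17). No cell cycle list differed from other genes at an adjusted p under 0.05 with an estimated correlation.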

We also considered the possibility that growth plate senescence (loss of function and involution with age) and differences among bones might involve cellular senescence (an irreversible cell cycle arrest mechanism) [22]. However, RNA-Seq did not show consistent gene expression changes with age or among bones typical of cellular senescence (S8 Fig, left panel). Furthermore, staining for senescence-associated β-galactosidase did not identify any positive cells in the growth plate (S8 Fig, right panel).

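Genes that rise in cellular senescence moved in both directions. Cdkn1a, the gene of the cell cycle inhibitor p21, was lower in the rat phalanx HZ. Glb1 rose with age in the mouse PZ and Icam1 in the rat PZ. Lmnb1, the lamin B1 gene, whose loss marks cells in senescence, fell with age in the mouse PZ alone.

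Of 17 genes that rise in senescence in the mouse, 3 were higher with age in the PZ (4 when adjusted over the list alone, adjusted p = 0.3 with an estimated correlation) and 1 was lower in the HZ, Tnfrsf10b, a death receptor gene (1 when adjusted over the list alone, adjusted p = 0.71). Of 14 in the rat, 4 were higher and 1 lower with age in the PZ (6 and 1 when adjusted over the list alone, adjusted p = 0.24), and 2 higher in the HZ (3 when adjusted over the list alone, adjusted p = 0.81). Between the bones none passed in the mouse PZ by limma (none when adjusted over the list alone, adjusted p = 0.53), and 2 were higher and 1 lower in the mouse HZ (2 and 1 when adjusted over the list alone, adjusted p = 0.91). In the rat 4 were higher in the phalanx PZ (8 higher and 1 lower when adjusted over the list alone, adjusted p = 0.16), and 5 were higher and 2 lower in the HZ (5 and 2 when adjusted over the list alone, adjusted p = 0.49).

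Cdkn1a (GRCm38 chromosome 17, 29090976 to 29100727) was 8237 ± 2734 in the rat tibia HZ and 3579 ± 484.3 in the phalanx HZ (SD, n = 5 each, log2 fold change -1.14). Glb1, the gene of the galactosidase stained in senescent cells, rose with age in the mouse PZ (1.33 ± 0.38 on the log2 scale, SE, adjusted p = 0.021 from limma). Icam1, an adhesion molecule gene, rose with age in the rat PZ (3.90 ± 0.63, adjusted p = 3.2e-05). Cdkn2d, a cell cycle inhibitor gene tested in the mouse alone, was higher with age and in the phalanx in the HZ (1.96 and 2.02, adjusted p = 0.0054 and 0.0031), and both calls ended when the groups compared were fitted alone.

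Of 4 genes that fall in senescence, 1 was lower with age in the mouse PZ, Lmnb1 at -0.90 (1 when adjusted over the list alone, adjusted p = 0.44), and 1 higher in the mouse HZ, Ezh2, a histone methyltransferase gene, at 0.87 (1 when adjusted over the list alone, adjusted p = 0.91). In the rat none passed with age in the PZ (none when adjusted over the list alone, adjusted p = 0.99), and Hmgb2, a chromatin protein gene, was 0.73 higher in the HZ (1 when adjusted over the list alone, adjusted p = 0.53). In the phalanx PZ none passed in either species (none when adjusted over the list alone, adjusted p = 0.61 and 0.86). Hmgb1, its relative, in the phalanx HZ was 0.52 lower in the mouse and Hmgb2 0.60 higher in the rat (1 and 3 when adjusted over the list alone, adjusted p = 0.91 and 0.5). Above 2-fold, 24 of the calls over both lists, 4 comparisons and 2 species stood, and 14 with the marrow scores in the model.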

## Discussion

To explore the mechanisms that underlie the dramatic differences in lengths of different bones, we compared growth plates in shorter bones (metacarpals and proximal phalanges) versus growth plates of longer bones (distal femurs and proximal tibias) in 2 species, the mouse and the rat, at the cellular and molecular levels. Both of the critical determinants of longitudinal bone growth rate—the chondrocyte proliferation rate per cell column and the height of the terminal hypertrophic chondrocyte—were lower in growth plates of smaller bones compared with longer bones. Some prior studies have attributed the differences in growth of different bones primarily to hypertrophic chondrocyte size [11,12], but our findings are consistent with older studies demonstrating an additional important contribution from differences in the proliferation rate [23–25].

Our current study shows that these differences in proliferation and hypertrophy between bones are attributable, in part, to differences in growth plate senescence, the normal developmental program that involves a progressive decline in growth plate function and a progressive involution of the growth plate cartilage. In the smaller bones, multiple structural and functional makers of senescence were more advanced compared with longer bones. LCM combined with RNA-Seq demonstrated that an extensive developmental genetic program, which underlies growth plate senescence, was more advanced in the shorter bones, thus contributing to the earlier senescence.

Previous studies have implicated multiple signaling pathways in the regulation of chondrocyte proliferation and hypertrophy. For example, chondrocyte proliferation is promoted by Indian hedgehog [26], IGF signaling [14], and Wnt signaling (through Wnt5a) [21] and is inhibited by fibroblast growth factor (FGF) signaling (through signal transducer and activator of transcription 1 [Stat1]) [27], while chondrocyte hypertrophy is stimulated by BMP signaling [19] and IGF signaling [28] and is suppressed by parathyroid hormone-related peptide (PTHrP) [29] and FGF signaling (through mitogen-activated protein kinase [MAPK]) [30]. In the current study, we showed expression and functional evidence that the differential growth between shorter and longer bones was attributable in part to differential modulation by IGF signaling and BMP signaling. Part of these differences are age independent, but they appear to reflect more advanced growth plate senescence in the shorter bones. It is likely that multiple other pathways also contribute to the differential growth rates of different bones.

In this paper, we use the terms “aging” and “senescence” to describe the loss of function and involution that occur in the growth plate with increasing age [31]. Unlike age-related changes in other tissues that are typically described by these terms, these changes in the growth plate occur in the early portion of the lifespan, presumably provide survival advantages to the organism, and thus represent a developmental rather than a degradative process. The term “senescence” is also often used in the biological literature to describe a specific cellular differentiation pathway associated with increased expression of senescence-associated β-galactosidase and p16 [22]. Our findings suggest that the physiological senescence occurring in the growth plate does not involve this cellular process of senescence.

Taken together, our findings support the following model to explain the dramatic disparities in length and growth rate of different long bones (Fig 5). In all growth plates, a development genetic program occurs that involves changes in expression of many genes important for the regulation of chondrocyte growth, including key transcription factors and important paracrine signaling molecules such as Igf, Bmp, and Wnt ligands. These changes in gene expression occur earlier in the shorter bones, such that the program is more advanced at any given age (Fig 5A). In addition to these senescent changes, there are age-independent differences in gene expression between growth plates from different bones (Fig 5B). In some cases, these differences, such as the higher levels of Igfbps in the phalanges, render the shorter bones more responsive to the early senescent changes (like declining paracrine signaling by Igf2). The findings suggest that the interaction between these age-dependent and age-independent differences in expression contribute to accelerated growth plate senescence, lower growth rates, and earlier growth cessation in the phalanges and metacarpals (Fig 5C), which underlie the dramatic reduction in final length of these bones compared with femurs and tibias (Fig 5D). The relative contribution of age-dependent and age-independent mechanisms remains to be determined. In summary, our findings reveal that the size disparities between different bones arise in part from modulation of the developmental program of growth plate senescence.

**Fig 5:**
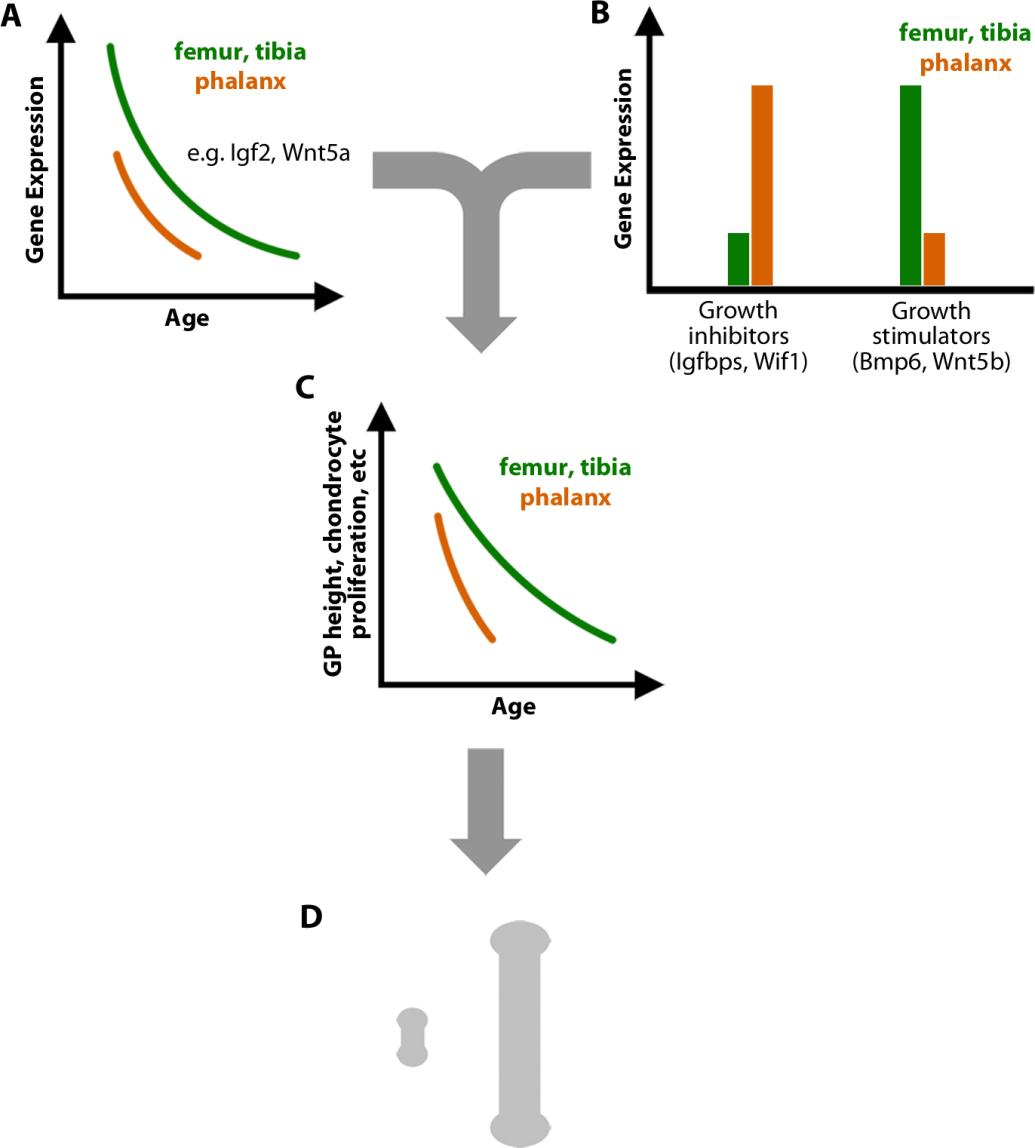
Differences in bone length arise in part from modulation of the developmental program of growth plate senescence. (A) Senescent changes in gene expression in the growth plate, including genes encoding many paracrine signaling molecules, are more advanced in the shorter bones. (B) Age-independent differences in gene expression within key regulatory pathways also contribute to differences in growth rate. (C) Consequently, the developmental program of growth plate senescence, including structural involution and declines in proliferation and hypertrophic cell size, is more advanced in shorter bones. (D) Differences in proliferation rate and hypertrophic cell size result in disparities in the rate of bone elongation and thus cumulative bone length. Bmp, bone morphogenetic protein; GP, growth plate; IGF, insulin-like growth factor; Igfbp, IGF-binding protein; Wif, Wnt inhibitory factor; Wnt, Wingless and Int-1.

## Methods

### Ethics statement

All animal procedures were approved by the National Institute of Child Health and Human Development Animal Care and Use Committee. The approved animal protocol number is 18–031. Mice or rats up to 10 days of age were euthanized by decapitation according to the NIH Animal Research Advisory Committee (ARAC) guidelines. Older mice or rats were euthanized by carbon dioxide inhalation in a chamber. Our current study did not involve any human participants or human tissues.

### Animals

C57BL/6 mice were obtained from Charles River Laboratory, and Sprague Dawley rats were obtained from Envigo (Frederick, MD). A combination of male and female mice were used for embryonic and newborn time points, and only male mice and rats were used in all other time points and experiments. Comparisons were made between the growth plates of the distal femur, proximal tibia, distal metacarpal, and proximal end of the proximal phalanx of the forelimb.

### Growth plate dissection

After animals were euthanized, femoral, tibial, metacarpal, and phalangeal epiphyses were excised. For LCM, cartilage was embedded in optimum cutting temperature (OCT) compound (Electron Microscopy Sciences, Hatfield, PA), frozen on dry ice, and stored at −80°C. LCM of growth plate cartilage was performed as previously described [32]. For histology, cartilage was fixed overnight in formalin at 4 °C and decalcified in 10% (w/v) EDTA (pH 7.4). Samples were then embedded in paraffin for sectioning. Masson Trichrome–stained histological sections were prepared by Histoserv (Germantown, MD).

### RNA extraction and purification

RNA was extracted using an RNeasy Micro Kit (QIAGEN, Valencia, CA). All RNA samples had a 260/280 nm ratio between 1.8 and 2.1. RNA integrity was determined using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA), and only high-quality RNA (RIN >7) was used for RNA-Seq or real-time qPCR.

### qPCR

Real-time PCR was used to assess mRNA levels in different zones of different growth plates at various ages. Total RNA (50–100 ng) was reverse-transcribed using SuperScript IV Reverse Transcriptase (Invitrogen). Real-time qPCR was performed as previously described [33] using commercially available FAM- or VIC-labeled Taqman assays (Applied Biosystems, Foster City, CA). Reactions were performed in triplicate on cDNA derived from each animal using the ABI QuantStudio 6 Flex System instrument (Applied Biosystems). The relative quantity of each mRNA was calculated using the formula Relative Expression = 2^−ΔCt^ × 10^6^, where Ct represents the threshold cycle and ΔCt = (Ct of gene of interest) − (Ct of 18S rRNA). Values were multiplied by 10^6^ for convenience of comparison. A list of all taqman probes used was given in S11 Table.

### RNA-Seq

For each animal, total RNA from proliferative zone or hypertrophic zone (*n* = 5 each) was amplified using Ovation RNA-Seq System V2 (NuGEN, San Carlos, CA). RNA-Seq libraries were then constructed using Nextera XT DNA Library Preparation Kit (Illumina, San Diego, CA) and sequenced on HiSeq 3000 System (Illumina). Approximately 40 million 50 bp paired-end reads were generated from each sample. Alignment of RNA-Seq data was performed with RNA-STAR (version 2.4.2) [34] against the mouse mm10 genome build and rat rn6 genome build. Gene-based read quantitation was performed using SubRead featureCounts (version 1.4.6) [35]. Read counts were normalized by Relative Log Expression (RLE) method [36] and evaluated for differential expression using the Bioconductor package DESeq2 [37], comparing defined sample sets as biological replicates and drawing pairwise comparisons.

### Growth plate quantitative histology

Histological evaluations were performed on Masson Trichrome–stained epiphyseal sections that were visualized using a ScanScope CS digital scanner (Aperio Technologies) under bright field microscopy. All histological measurements were performed in the central two-thirds of the growth plate sections as previously described [38]. Briefly, eights were measured parallel to the chondrocyte columns. Hypertrophic chondrocytes were operationally defined by a height ≥10 μm. The terminal hypertrophic chondrocyte was defined as the cell in the last lacuna that was not invaded by metaphyseal blood vessels. Resting zone was not well-defined before postnatal 1 week and therefore was not measured. At age 1 week, the resting zone was defined as starting from the first non-hypertrophic cells below the location of the future secondary ossification center and continuing down to the slightly flat doublet chondrocytes before formation of long columns of proliferative chondrocytes. From 2 weeks onward, the beginning of the resting zone was defined as the lower margin of the secondary ossification center. Numbers of cells in the resting zone were counted per 500 μm growth plate width. For each growth plate section, we performed at least 3 measurements of proliferative zone height, hypertrophic zone height, and terminal hypertrophic cell height. For terminal hypertrophic cell height, the height of the lacunae—which reflects the actual hypertrophic chondrocyte height before cells condense during tissue fixation and processing—was measured. We also counted the number of proliferative and hypertrophic cells in at least 3 intact columns from each growth plate section. For each animal, averages were taken from 8 growth plate sections.

### BrdU staining and analysis

The proliferation rate was determined by BrdU staining. BrdU was injected (0.1 mg/g body mass intraperitoneally; Sigma-Aldrich, St. Louis, MO) 2 hours before mice were killed, and the growth plates were dissected, fixed, and decalcified. Samples were embedded in paraffin, and 10 μm sections were mounted on Superfrost Plus slides. BrdU labeling was detected by immunohistochemistry using the BrdU In-Situ Detection Kit (BD Biosciences, San Jose, CA) and counterstained with methyl green. BrdU-positive cells were counted in the center two-thirds of the growth plate proliferative zone. BrdU-positive cells per column was calculated by dividing the total number of BrdU-positive cells by the number of proliferative columns in the counted area. BrdU labeling index was calculated by dividing the total number of BrdU-positive cells by the total number of cells in the proliferative zone in the counted area. Position-specific BrdU labeling index was calculated at each position of the proliferative column, with the first columnar cell underneath the resting zone defined as position 1, by dividing the number of BrdU-positive cells at each position by the total number of cells at that same position in the counted area.

### Assessment of bone growth rate by calcein injection

To assess the rate of physical bone growth, we injected calcein intraperitoneally in mice at various ages [39]. Mice were euthanized 48 hours after injection, and proximal tibias, distal femurs, metacarpals, and proximal phalanges were dissected and fixed in formalin. The undecalcified bones were embedded in paraffin or glycol methacrylate for sectioning. Bone sections were rehydrated and counterstained with DAPI (4',6-diamidino-2-phenylindole) and mounted with Fluoromount G (Thermo Fisher). Calcein incorporates into bone matrix and fluoresces green [40]. However, because calcein has a short half-life in circulation, the bone formed below the growth plate in the 48 hours after calcein injection will not be labeled. The amount of longitudinal bone growth was therefore measured as the distance between the green fluorescence in the metaphysis and the chondro-osseous junction, observed and analyzed using a Keyence BZ-X700 fluorescence microscope (Keyence Corp, Osaka, Japan) at 5X magnification. For example, the bone growth rate (μm/d) for 7-day-old mice was measured by injecting calcein at 6 days of age and euthanizing at 8 days of age and dividing the distance between green fluorescence and chondro-osseous junction by 2.

### Staining of senescence-associated beta-galactosidase

To assess cellular senescence in the growth plate, freshly dissected growth plates were embedded in OCT and snap-frozen on dry ice and maintained at −20 °C. Frozen sections of growth plate were immediately prepared, fixed for 1 minute in 5% formalin, and incubated overnight at 37  °C in 1 mg/ml of X-gal (5-bromo-4-chloro-3-indolyl β-D-galactopyranoside; Invitrogen), 5 mM K_3_Fe(CN)_6_ (Sigma-Aldrich), 5 mM K_4_Fe(CN)_6_×3H_2_O (Sigma), and 40 mM citric acid/sodium phosphate (pH 6.0) as previously described [41]. The reaction was stopped by washing the slides in PBS (pH 7.4) and fixing in 10% formalin, followed by counterstaining with 0.1% nuclear fast red solution (Sigma), dehydrating in serial ethanol solutions (70%, 85%, and 100%, 5 minutes each), immersing in xylene, and mounting using Permount solution (Fisher Scientific).

### Chondrocyte isolation and culture

Growth plates from proximal phalanges, distal metacarpals, proximal tibias, and distal femurs were dissected from 1-week-old mice aseptically and digested in 0.3% collagenase type I (Sigma-Aldrich) in DMEM/F12 medium. Proximal phalanges were combined with distal metacarpals, while proximal tibias were combined with distal femurs. The released cells were resuspended and plated at a density of 1 × 10^5^ chondrocytes per well in 12-well plates, in DMEM/F12 medium (Invitrogen) supplemented with 10% fetal bovine serum (FBS), 1% penicillin (100 U/ml)/streptomycin (100 μg/ml), and 50 μg/mL ascorbic acid in a humidified incubator at 37 °C, 5% CO_2_.

### Western blot

Protein was isolated from chondrocytes from mouse tibial and femoral growth plate or metacarpal and phalangeal growth plate using RIPA buffer supplemented with proteinase inhibitor cocktail (Sigma-Aldrich) and PhosSTOP (Sigma-Aldrich). Cell lysates were incubated on ice for 30 minutes, followed by a 10-minute centrifugation at 21,000 g to remove cell debris. Western blotting was performed as previously described [42] using either phospho-SMAD1/5/9 (Cell Signaling, number 13820) or total SMAD1/5/9 (Abcam, ab80255).

### Proliferation assessment by ^3^H-thymidine uptake

To assess cell proliferation, chondrocytes were incubated with 1 ml of fresh culture medium containing 1 μCi of ^3^H-thymidine (63 Ci/mmol; MP Biomedicals, Santa Ana, CA) for 16 hours and then vigorously washed 3 times with PBS. Chondrocytes were detached by collagenase digestion (0.3%, 30 minutes), and radioactivity was measured by liquid scintillation counting.

### Transfection of chondrocytes with siRNA

Transfection was performed as previously described [38]. Briefly, monolayer chondrocytes were treated with hyaluronidase (5 U/mL; Sigma-Aldrich) for 6 hours. Prior to transfection, cells were washed once in PBS and changed to DMEM/F12 medium without antibiotics. Negative-control siRNA or siRNA against Igf2 (SMARTpool siGENOME Igf2 siRNA; Dharmacon, Lafayette, CO) was transfected (40 pmol per reaction) into chondrocytes using Lipofectamine 2000 (Life Technologies) following the manufacturer’s standard protocol.

### Combined siRNA and Igf1 treatment of chondrocytes

On day 1, primary chondrocytes were isolated and cultured at 1 × 10^5^ cells per well in 12-well plates. On day 2, cells were treated with hyaluronidase and transfected 6 hours later with control siRNA or siRNA against Igf2. On day 3, culture medium was changed to DMEM/F12 without FBS. On day 4, chondrocyte culturing continued in serum-deprived medium and were treated with Igf1 (100 ng/mL). ^3^H-thymidine was added to the culture medium 16 hours before proliferation was assessed on day 5.

### Tibia and metatarsal organ culture

Mouse tibia and metatarsal culture was performed as previously described [38,43]. Briefly, whole tibias and the middle 3 metatarsals were aseptically dissected from newborn C57BL/6 mice. Bones were maintained in 500 μlαMEM medium supplemented with 0.2% bovine serum albumin, 0.1 mM β-glycerophosphate, 50 μg/ml ascorbic acid, 1% penicillin/streptomycin, and 0.1% Fungizone. Bone were cultured individually in 24-well plates in a humidified incubator at 37 °C, 5% CO_2_ for 3 days. Medium was refreshed on day 2 of culture. Recombinant mouse Bmp2 (100 ng/mL; R&D systems) or noggin (200 ng/mL; R&D systems) was added at the beginning of culture and refreshed on day 2. All bones were collected after 3 days of culture, fixed in formalin, and decalcified for histological sectioning.

### Statistics

Data are presented as mean ± SEM. Scatterplots, correlations, heatmaps, and hierarchical clustering were performed using JMP 13 software (SAS Institute, Cary, NC). Signaling pathway analysis was performed using Ingenuity Pathways Analysis Software (Ingenuity Systems, Redwood City, CA), and gene ontology analysis was performed using the Gene Ontology Consortium web interface [44,45]. ANOVA analyses were performed in SigmaPlot 11. One-way ANOVA was used when measuring the effect of a single factor, such as effect of Igf1 on proliferation. Two-way ANOVA was used when the effect of more than one factor was being assessed, such as when comparing the effect of age on gene expression between tibia and phalanx. *p*-Values were corrected for multiple comparisons, whenever applicable, using the Holm-Sidak method.

## Supporting information

S1 Fig Growth plates of mouse metacarpals and phalanges show earlier declines in chondrocyte proliferation compared with tibias and femurs. Mice received BrdU to label proliferating cells, and BrdU was visualized (brown color) by immunohistochemistry with methyl green counterstain. BrdU staining of metacarpal and phalanx was not performed at time points beyond 3 weeks old due to growth plate fusion. Scale bar, 50 μm. BrdU, 5-bromo-2-deoxyuridine.
(TIF)

S2 Fig Growth plate senescence is more advanced in shorter bones than in longer bones in rats. (A) Masson Trichrome–stained histological sections of proximal phalanges, metacarpals, proximal tibias, and distal femurs from Sprague-Dawley rats at various postnatal ages. Cartilage matrix stains light blue; bone matrix, dark blue. Epiphyseal fusion (disappearance of growth plate) occurs at approximately 12 weeks in phalanges and 16 weeks in metacarpals but has not yet occurred at 16 weeks in tibias or femurs. Scale bar, 100 μm. (B–I) Quantitative histological measurements of RZ height (panel B) and cell count (panel C); PZ height (panel D), cell count per column (panel E), and cell proliferation rate (panel F); HZ height (panel G), cell count per column (panel H), and terminal hypertrophic cell height (panel I), in each of the 4 growth plates at various ages. *N* = 6, mean ± SEM. Raw values are available in S1 Data. HZ, hypertrophic zone; PZ, proliferative zone; RZ, resting zone.
(TIF)

S3 Fig **BrdU-labeling indices (BrdU-positive cells/total cells) of proliferative zone of proximal tibias, distal femurs, distal metacarpals, and proximal forelimb phalanges in mice (left panel) and rats (right panel).** All raw values are available in S1 Data. BrdU, 5-bromo-2-deoxyuridine.
(TIF)

S4 Fig Position-specific BrdU-labeling indices of proliferative zone of proximal tibias, distal femurs, distal metacarpals, and proximal forelimb phalanges in mice at various ages. Cell position 1 denotes the proliferative zone chondrocyte closest to the resting zone. Black arrow indicates the average cell position where the proliferative zone ends. Raw values are available in S1 Data. BrdU, 5-bromo-2-deoxyuridine.
(TIF)

S5 Fig Validation of LCM with zonal markers of the postnatal growth plate. RNA-Seq was performed on laser capture micodissected PZ or HZ of 1-week proximal tibia (top panel), 1-week proximal phalanges (middle panel), and 4-week proximal (bottom panel). Log_2_ (normalized raw counts) in the PZ and HZ of genes previously identified [7] to be expressed specifically in the PZ (Gdf10, Prelp, Bmp7) or HZ (Col10a1, Bmp2, Mmp13) were used to confirm the accuracy of our dissection. Raw values are available in S1 Data. HZ, hypertrophic zone; LCM, laser capture microdissection; PZ, proliferative zone; RNA-Seq, RNA sequencing.
(TIF)

S6 Fig Schematic diagram depicting how differences in the timing of growth plate senescence between different bones could cause a correlation between age-related changes in gene expression and bone-related differences in gene expression. We hypothesized that growth plate senescence and the underlying changes in gene expression are more advanced in the shorter bones, thus explaining their slower growth rate and diminished length. This hypothesis predicts that the age-dependent changes in gene expression would be more advanced in the phalanges than in the tibias. Consequently, for genes that showed decreasing expression with age in the tibia, the expression would be lower in 1-week phalanges than in 1-week tibias (panel A). Conversely, for genes that showed increasing expression with age in the tibia, the expression would be greater in 1-week phalanges than in 1-week tibias (panel B). Thus, one would expect a positive correlation between changes in gene expression with age in the tibias (fold change, 1 week versus 4 weeks) and differences in gene expression between the bones (fold difference, tibias versus phalanges) at 1 week (panel C). The data testing this relationship are shown in Fig 3A and 3B.
(TIF)

S7 Fig Heatmaps showing expression of principal genes involved in IGF, WNT, and BMP signaling, analyzed by RNA-Seq, in proliferative or hypertrophic zones of 1- and 4-week tibia and 1-week phalanx. Genes were arranged by functional categories rather than by hierarchical clustering. Ligands, green; receptors, black; functional antagonists, red. Scale bar represents log_2_ (fold differences). Raw values used to generate the heatmaps are available in S1 Data. BMP, bone morphogenetic protein; IGF, insulin-like growth factor; RNA-Seq, RNA sequencing; WNT, Wingless and Int-1.
(TIF)

S8 Fig Physiological growth plate senescence (loss of function and involution with age) does not appear to involve cellular senescence (an irreversible cell cycle arrest mechanism). Left panels: markers of cellular senescence (genes that are known to show increased expression in senescent cells) were analyzed by RNA-Seq in proliferative and hypertrophic zones of 1- and 4-week tibia and 1-week phalanx. Scale bar represents log_2_ (fold differences). Raw values used to generate the heatmaps are available in S1 Data. Right panels: senescence-associated beta-galactosidase, which is a widely used marker for cellular senescence, was examined by X-gal staining in freshly frozen sections of 1- and 4-week tibias and 1-week metacarpal/phalanges. Scale bar, 100 μm. RNA-Seq, RNA sequencing.
(TIF)

S1 Table Relative difference in terminal hypertrophic cell height, chondrocyte proliferation in the proliferative zone, and physical bone growth rate between 4 different mouse growth plates at newborn, postnatal 1, 2, and 3 weeks. Tibia was used as the denominator.
(XLSX)

S2 Table Relative difference in terminal hypertrophic cell height and chondrocyte proliferation in the proliferative zone between 4 different rat growth plates at postnatal 1, 2, 4, and 8 weeks. Tibia was used as the denominator.
(XLSX)

S3 Table List of 200 genes significantly up- or down-regulated with age in tibia proliferative zone. Selection criteria: >2-fold, FDR < 0.05, in both species. Log_2_ (fold changes) were used; *p*-Values were corrected for multiple comparisons. FDR, false discovery rate.
(XLSX)

S4 Table List of 129 genes significantly up- or down-regulated with age in tibia hypertrophic zone. Selection criteria: >2-fold, FDR < 0.05, in both species. Log_2_ (fold changes) were used; *p*-Values were corrected for multiple comparisons. FDR, false discovery rate.
(XLSX)

S5 Table List of 161 genes differentially expressed between tibia and phalanx proliferative zone at 1 week of age. Selection criteria: >2-fold, FDR < 0.05, in both species. Log_2_ (fold changes) were used; *p*-Values were corrected for multiple comparisons.
(XLSX)

S6 Table List of 403 genes differentially expressed between tibia and phalanx hypertrophic zone at 1 week of age. Selection criteria: >2-fold, FDR < 0.05, in both species. Log_2_ (fold changes) were used; *p*-Values were corrected for multiple comparisons.
(XLSX)

S7 Table Gene ontology terms significantly enriched in the list of 161 PZ-bone–specific genes (S3 Table). Selection criteria: >3-fold enrichment, *p* < 0.05, corrected for multiple comparisons. PZ, proliferative zone.
(XLSX)

S8 Table Gene ontology terms significantly enriched in the list of 403 HZ-bone–specific genes (S4 Table). Selection criteria: >3-fold enrichment, *p* < 0.05, corrected for multiple comparisons. HZ, hypertrophic zone.
(XLSX)

S9 Table Canonical signaling pathway significantly implicated in the list of 161 PZ-bone–specific genes (S3 Table). Selection criteria, *p* < 0.05 by Fisher’s exact test. PZ, proliferative zone.
(XLSX)

S10 Table Canonical signaling pathway significantly implicated in the list of 403 HZ-bone–specific genes (S4 Table). Selection criteria, *p* < 0.05 by Fisher’s exact test. HZ, hypertrophic zone.
(XLSX)

S11 Table List of taqman probes used for real-time qPCR in our study. qPCR, quantitative PCR.
(XLSX)

S1 Data Contains all the raw quantitative data values used to generate Figs 1C and 1D, 2B–2G, 3A, 3B, 3I and 3J, 4D–4H and 4K, and S2B–S2I, S3, S4, S5, S7 and S8 Figs.

## Abbreviations

BMP: bone morphogenetic protein
BrdU: 5-bromo-2-deoxyuridine
FBS: fetal bovine serum
FDR: false discovery rate
FGF: fibroblast growth factor
IGF: insulin-like growth factor
Igfbp: IGF-binding protein
LCM: laser capture microdissection
MAPK: mitogen-activated protein kinase
OCT: optimum cutting temperature
PTHrP: parathyroid hormone-related peptide
qPCR: quantitative PCR
RLE: Relative Log Expression
RNA-Seq: RNA sequencing
siRNA: small interfering RNA
Stat1: signal transducer and activator of transcription 1
Wif: Wnt inhibitory factor
Wnt: Wingless and Int-1

How the deposited data were processed for this re-analysis (not part of the article)

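The samples are the proliferative zone (PZ) and hypertrophic zone (HZ) of the proximal tibia at 1 and 4 weeks and of the proximal phalanx of the forelimb at 1 week, captured by laser from 5 mice and 5 rats per group. The replicate is the animal. Of 60 samples listed 59 have a column, which leaves 4 libraries in the mouse 1-week phalanx PZ and 5 in every other group. Mouse columns were matched to samples by their names, which give age, bone, zone and replicate. Rat columns were matched by the number in their names, through the sample descriptions and the authors' numbered list of rat samples. No column of values was left unmatched.

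Per the Methods, the authors amplified RNA of each animal with the Ovation RNA-Seq System V2, made Nextera XT libraries and sequenced 50 bp paired-end reads on a HiSeq instrument. The authors aligned reads with STAR 2.4.2 to mm10 or rn6, counted them with featureCounts 1.4.6 and normalized them by Relative Log Expression in DESeq2. The Methods, tables and series description were searched for the annotation release and for a filter on low counts, and neither was found there. The deposited log2 values are the log2 of the normalized count plus 1, as made by the authors. The plan had assumed normalized counts on the linear scale, so the values were taken back to counts for levels and filters and used as log2 values in every fit.

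The mouse table holds 20181 genes and the rat table 15406. Names turned into dates by a spreadsheet were left out (26 in the mouse, 27 in the rat), as were 216 second entries of a rat symbol, and 12995 rat symbols were matched to the mouse table by name. Reads counted in genes were recovered per library from the step between its values, and 100% of values under 200 reads lay within 0.05 of a whole read. They ranged from 7817389 in a rat 1-week tibia HZ library to 41881803 in a mouse 4-week tibia PZ library. A gene was tested if its normalized count was at least 10 in at least 5 libraries of the species (15213 mouse genes, 11760 rat genes, 10363 in both).

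A linear model with the 6 groups of a species as levels was fitted to the log2 values with limma 3.58.1 in R 4.3.3 (empirical Bayes with trend and robust settings, statmod 1.5.0, data.table 1.17.8). Comparisons were the 4-week minus the 1-week tibia, the 1-week phalanx minus the 1-week tibia, the 1-week phalanx minus the 4-week tibia, HZ minus PZ within each bone and age, and the difference of the first and second comparisons between zones. P-values were adjusted by Benjamini-Hochberg per comparison, and a gene was called at an adjusted p under 0.05 and a change above 2-fold. Levels are means and SD of normalized counts, and errors of log2 fold changes are SE. Genes were called in both species when called in the same direction in each.

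Correlations between the age and bone comparisons are Pearson's and Spearman's across genes, with p from 1e+05 permutations of genes (10000 over all genes tested) and Benjamini-Hochberg adjustment over the 28 correlations computed. Overlaps were tested with Fisher's exact test. The 34 gene lists, which cover signaling pathways, limb patterning, cartilage, growth, cell cycle, senescence, metabolism and markers of other cell types, were fixed before the data were examined but after the paper's supplementary tables had been read. Each list was tested with limma's camera, with its preset and with an estimated correlation between genes, and its members were also adjusted over the list alone. Counts of list members called higher or lower take an adjusted p under 0.05 without a fold minimum. Gene ontology and pathway terms were not analysed here.

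The named genes were chosen from every gene the paper names for RNA-Seq, the 5 largest and 5 smallest mean changes per main comparison among genes called in both species, the 2 to 4 members of a described list or overlap with the smallest adjusted p, and every member of a count of 5 or fewer. Other genes named were chosen after their values were seen. Genomic positions are those of the mouse annotation on GRCm38.

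The fit was tested on simulated data in which reads were drawn from a negative binomial with the mean and spread of each real gene, and 200 genes per comparison were changed in the second group. Of genes changed 2-fold, 4-fold and 8-fold, the mouse age comparison in the PZ recovered 19.4%, 67.2% and 81.8%, and in the HZ 29.9%, 56.7% and 77.3%. The mouse bone comparison recovered 19.7%, 61.2% and 85.1% in the PZ and 22.7%, 55.2% and 77.6% in the HZ. The rat age comparison recovered 16.4%, 76.1% and 86.4% in the PZ and 20.9%, 77.6% and 81.8% in the HZ, and the rat bone comparison 33.3%, 62.7% and 76.1% in the PZ and 24.2%, 73.1% and 88.1% in the HZ. No changed gene was called in the wrong direction, and from 2 to 8 unchanged genes were called per comparison.

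Alternatives were other pseudocounts and filters, only the libraries of the groups compared with or without replicate number as a block, TMM and quantile normalization, array quality weights, a covariate of marker scores of marrow cells (macrophages, B lymphocytes, neutrophils and erythroid cells, called the marrow scores), other fold minima, other gene sets for the correlations, 1-week tibia libraries divided between the comparisons, and each library left out in turn. The marrow scores differ between the groups, so a call lost with them can be lost precision and does not by itself point to marrow cells. Libraries were also regrouped at random, 100 times per comparison. Left out were 1 mouse sample without a column, cell culture and immunohistochemistry data, and the qPCR data, which were not analysed here.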

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

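The tests with divided 1-week tibia libraries, with genes higher in HZ left out, with thinned reads and of list counts with a preset correlation were chosen only after the result was seen. Age and bone differences correlated in every zone and species, and both use the 1-week tibia libraries. With these libraries divided between the comparisons, the lowest r over 20 divisions was 0.279 in the mouse PZ, 0.162 in the mouse HZ, 0.534 in the rat PZ and 0.536 in the rat HZ, which argues against shared libraries as the whole cause. Simulated groups without any difference, which share these libraries, averaged an r of 0.55 in the mouse PZ, 0.673 in the mouse HZ, 0.492 in the rat PZ and 0.626 in the rat HZ, against 0.517, 0.672, 0.688 and 0.774 observed. The simulated groups hold no change with age, while the genes scored were chosen for one. In the mouse they called 0.54 genes with age in the PZ and 51.3 in the HZ on average, against 658 and 1437 observed. The simulated r is therefore not a like measure and cannot decide how much of the observed r comes from the shared libraries. The simulated covariance over all genes was 43.2% of that observed in the mouse PZ, 51.3% in the mouse HZ, 21.7% in the rat PZ and 26.6% in the rat HZ. Forelimb and hindlimb differ in the same comparison as the bones, and what independent 1-week tibia libraries would give stays open.

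Many genes were higher in the PZ both at 4 weeks and in the phalanx. Genes at least 8-fold higher in HZ with a mean of at least 200 implied a share of HZ RNA in the PZ captures whose lower quartile was -0.643% in the mouse 4-week tibia, 2.32% in the mouse phalanx, 1.64% in the rat 4-week tibia and 4.51% in the rat phalanx. A constant share was taken as upper quartile under 4 times the lower and the lower above 0, which held in the phalanx (upper 6.97% and 10.3%), where RNA of the HZ could be a part of the difference, and not in the 4-week tibia (4.31% and 7.3%). Without genes higher in HZ, 23 genes were shared in the mouse and 79 of 308 in the rat, 17.4-fold and 16-fold the number expected, which argues against HZ genes as the whole of the overlap and leaves them as most of it. A share of RNA from marrow or bone was not measured apart from marker genes and stays open.

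Many genes differed between the 1-week tibia HZ and the other HZ groups, and its libraries had the fewest reads. Thinned to a common depth, the age comparison called 85.5% of its former number of genes in the mouse and 97.6% in the rat, and the bone comparison 92.4% and 96.4%, which argues against depth as the cause of the number called. The wider spread between the mouse 1-week tibia HZ libraries was not removed by this and stays open.

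Libraries were regrouped at random to see whether chance can be excluded. Counting the real grouping, 1 of 100 groupings called as many genes as the real one in each comparison. The real and the highest other counts were 658 and 62 (age, mouse PZ), 1437 and 388 (age, mouse HZ), 504 and 369 (bone, mouse PZ), 1800 and 1259 (bone, mouse HZ), 1037 and 131 (age, rat PZ), 851 and 412 (age, rat HZ), 867 and 143 (bone, rat PZ), and 2594 and 1248 (bone, rat HZ). The counts in both species (169 and 124 with age, 117 and 446 between bones, in the PZ and HZ) were reached by 1 of 100 with 0 as the highest other. Shared lower genes were reached by 1 of 100, with 22 against 1 in the mouse PZ, 35 against 4 in the rat PZ, 219 against 12 in the mouse HZ and 213 against 1 in the rat HZ. So were shared higher genes, with the highest other at 0 in the mouse PZ, 308 against 17 in the rat PZ, 322 against 97 in the mouse HZ and 257 against 1 in the rat HZ. The same held for zone markers (33 against 14), senescence calls (24 against 7), calls of the phalanx against the tibia of both ages (16 against 3) and list calls in all (109 against 103), each 1 of 100. A chance division of the libraries can be excluded for these. Regrouping removes the group differences of every gene, so it shows only that the groups differ. It does not test whether senescence genes were called more often than other genes, or whether lists overlap beyond their sizes.

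The covariance over all genes was reached by 9 of 100 groupings in the mouse PZ (0.242, highest other 0.439), so chance cannot be excluded there, and by 1 of 100 in the rat PZ (0.551, 0.501), mouse HZ (0.612, 0.5995) and rat HZ (0.738, 0.573). The correlation over age-regulated genes exists only where a regrouping calls genes, and scoring only those was chosen after the regroupings were seen. Both scorings are given, and where they differ, whether chance is excluded depends on the scoring. It was reached by 5 of 5 in the mouse PZ (0.517, highest other 0.982), 7 of 7 in the rat PZ (0.688, 0.960), 11 of 13 in the mouse HZ (0.672, 0.937) and 4 of 4 in the rat HZ (0.774, 0.956), which is 5, 7, 11 and 4 of all 100. By the set rule chance is not excluded in the first 3 by either scoring, and is excluded in the rat HZ only by the share of all 100. Each regrouping also shares 1 group between its comparisons and scores the genes that it calls itself. A high r is thus built in, so these shares cannot decide for or against chance. Across species the correlation was reached by 2 of 5 (age in mouse, PZ, 0.281, highest other 0.795) and 3 of 9 (age in mouse, HZ, 0.325, 0.618), not excluded among these, though 2 and 3 of all 100. With age in the rat it was 1 of 7 in the PZ (0.0846, -0.156) and 1 of 4 in the HZ (0.338, 0.0103), too few to tell among these, and 1 of all 100 in each. Over genes changed in both species only the real grouping gave a value (1 of 1 in each zone and species, 1 of all 100), too few to tell among these.

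Lists past the threshold with a preset correlation were reached by 7 of 100 groupings for age in the mouse PZ (16, highest other 21), 30 for age in the mouse HZ (6, 13), 17 for bone in the mouse PZ (15, 21), 7 for bone in the mouse HZ (13, 16), 15 for age in the rat PZ (13, 17) and 37 for age in the rat HZ (9, 13), so chance cannot be excluded for these counts. For bone in the rat PZ (20, 21) and HZ (17, 17) it was 2 of 100, and chance can be excluded. With an estimated correlation it was 17 for age in the mouse PZ (2, 8), not excluded. It was 4 for bone in the mouse PZ (6, 6), 3 for age in the mouse HZ (2, 2), 1 for bone in the mouse HZ (5, 4), 2 for age in the rat PZ (6, 6), 2 for bone in the rat PZ (6, 7), 1 for age in the rat HZ (3, 0) and 1 for bone in the rat HZ (2, 0), excluded.

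Some libraries lay far from the rest of their group, by the gap to the nearest library over the range of the group (Dixon's test at the 95% level). Of 366 groups tested 35 stood out, and chance gives about 1 in 20, or 18.3. In the mouse 1-week phalanx HZ, replicate 5 was highest for Gdf10 (0.757), Prelp (0.711) and the PZ marker score (0.822), and lowest for Bmp3 (0.721), Dkk3 (0.714) and the osteoblast score (0.713). In the rat 4-week tibia HZ, replicate 3 was highest for Gdf10 (0.719) and the PZ marker score (0.723), and lowest for Mmp13 (0.787), Igfbp4 (0.747), Igfbp7 (0.771), the osteoclast score (0.747) and the endothelial score (0.777). In the mouse 1-week tibia PZ, replicate 2 was lowest for Igfbp5 (0.822), the B cell score (0.885) and the erythroid score (0.944), and replicate 5 for Igf2 (0.815). In the mouse 1-week tibia HZ, replicate 5 was highest for reads outside Rn45s (0.795) and Col10a1 (0.783), replicate 3 highest for Dkk3 (0.717) and replicate 1 lowest for Bmp3 (0.824). In the mouse 4-week tibia HZ, replicate 3 was lowest for Bmp7 (0.761) and Bmper (0.862). In the rat phalanx HZ, replicate 2 was lowest for the macrophage score (0.745) and the osteoblast score (0.721), replicate 1 highest for the muscle score (0.717) and replicate 3 lowest for Wnt4 (0.881). In the rat phalanx PZ, replicate 2 was highest for Bmp7 (0.814) and replicate 5 for Igfbp5 (0.836). In the rat 4-week tibia PZ, replicate 1 was highest for the B cell score (0.874) and replicate 2 for Wnt5a (0.751). In the rat 1-week tibia PZ, replicate 1 was highest for Prelp (0.79) and the muscle score (0.8) and replicate 3 lowest for Wif1 (0.767), as was replicate 2 of the HZ (0.723).

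Effects differed between the zones by limma's test of the difference (adjusted p under 0.05 and a difference above 2-fold). This held for 313 mouse genes and 450 rat genes with age, and for 1169 and 1415 between bones. The test took PZ and HZ libraries as independent, though some may share an animal. As the effect in the HZ minus that in the PZ on the log2 scale, the bone difference in the mouse was -2.06 for Bmp2, -2.23 for Bmp6, 2.79 for Bmper, 1.76 for Wnt4 and -4.21 for Dkk3. With age in the rat it was 2.72 for Gdf10, -1.83 for Bmp2, -3.38 for Igfbp5, -2.21 for Bmp6, 2.41 for Bmper, 1.53 for Wnt5a, -1.17 for Wnt5b and 3.38 for Dkk3. Between bones in the rat it was 2.68 for Gdf10, -1.23 for Bmp2, -2.36 for Igfbp5, -2.18 for Bmp6, 3.00 for Bmp3 and 1.26 for Wnt5a.

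Lists outside those the paper discusses passed with an estimated correlation, given as the median log2 fold change. With age, the juvenile growth program was -1.31 in the mouse PZ, -1.36 in the mouse HZ, -2.31 in the rat PZ and -0.986 in the rat HZ, and -0.439 in the mouse phalanx HZ. In the mouse phalanx PZ, FGF signaling was 1.27, hypoxia and glycolysis -1.04 and perichondrium 1.48, and cholesterol synthesis was -1.29 in the mouse phalanx HZ. In the rat PZ with age, B cell genes were 4.68, erythroid genes 3.56 and adipocyte genes 3.79, and B cell genes 3.7 in the HZ. In the rat phalanx PZ, hypoxia and glycolysis were -1.01, erythroid genes 3.11 and adipocyte genes 4.28.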

How the results depend on the processing

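The list splits with a preset correlation, the divided 1-week tibia libraries as a test, the omission of genes higher in HZ, and the thinned reads were chosen as tests only after the result was seen. Every r over age-regulated genes stayed positive in every setting, down to 0.0002605 across species, while over genes higher at 4 weeks alone r was below 0 in 1 of 20 divisions of the 1-week tibia libraries in the mouse PZ (-0.001823) and in 5 of 20 in the mouse HZ (lowest -0.09083). Zone markers kept 33 of 33 calls in every setting but the replicate block and the marrow scores, which kept 32 each. Calls of the 34 lists, 109 in all with a preset correlation, numbered from 105 to 112 where they were rerun, and were not rerun with only the groups compared, array quality weights, the marrow scores or limma-voom. Tests with edgeR and DESeq2, set beforehand for the case that whole reads could be recovered, were not run although they were recovered, and limma-voom took their place. Counts moved the most with the marrow scores and the fold minimum, and the cause was not tested. Read depth was lowest in the 1-week tibia HZ, where the mouse libraries had a median of 5684666 reads outside Rn45s and replicates correlated the least (0.807 to 0.849).

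With only the libraries of the groups compared, genes changed with age numbered 778 in the mouse HZ, 1310 in the mouse PZ, genes differing between bones numbered 829 in the mouse HZ, genes changed with age in both species numbered 259 in the PZ. This setting also gave genes differing between bones in both species at 290 in the HZ, shared higher genes at 39 in the mouse HZ, 113 in the rat HZ, shared lower genes at 83 in the mouse PZ. With those libraries and replicate number as a replicate block, genes changed with age numbered 699 in the mouse HZ, 1270 in the mouse PZ, genes differing between bones numbered 808 in the mouse HZ, genes changed with age in both species numbered 267 in the PZ. The block also gave shared higher genes at 31 in the mouse HZ, shared lower genes at 80 in the mouse PZ. With array quality weights, genes changed with age numbered 670 in the mouse HZ, 1575 in the mouse PZ, genes differing between bones numbered 1057 in the mouse HZ, genes changed with age in both species numbered 74 in the HZ, 336 in the PZ. The weights also gave shared higher genes at 108 in the mouse HZ, 176 in the mouse PZ, shared lower genes at 75 in the mouse PZ. Numbers do not pair the samples across bones or ages by this check. There the mean correlation of deviations between libraries of the same number lay between -0.031 and 0.065, and not every library correlated best with its own number. Between zones of the same bone and age, where the mean lay between 0.025 and 0.13, all 5 mouse pairs of each tibia did. So did 3 of 4 in the mouse phalanx, and 1, 2 and 4 of 5 in the rat 1-week tibia, 4-week tibia and phalanx. Zones may thus share animals in some groups, which the tests between zones did not take into account.

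With the marrow scores, genes changed with age numbered 803 in the mouse HZ, 241 in the rat HZ, 55 in the rat PZ, genes differing between bones numbered 41 in the rat PZ, genes changed with age in both species numbered 31 in the HZ, 17 in the PZ. The scores also gave genes differing between bones in both species at 17 in the PZ, shared higher genes at 191 in the mouse HZ, 35 in the rat HZ, 2 in the rat PZ, shared lower genes at 137 in the mouse HZ, 74 in the rat HZ, 1 in the rat PZ, r over genes changed in both species, mouse PZ of 0.2906 (permutation p = 0.253), senescence calls above 2-fold at 14, r across species, age in mouse and bone in rat, PZ of 0.0002605 (permutation p = 0.995), r across species, age in rat and bone in mouse, PZ of 0.07724 (permutation p = 0.563). Above 4-fold, genes changed with age numbered 767 in the mouse HZ, 292 in the mouse PZ, 363 in the rat HZ, 614 in the rat PZ, genes differing between bones numbered 799 in the mouse HZ, 249 in the mouse PZ, 1042 in the rat HZ, 560 in the rat PZ, genes changed with age in both species numbered 46 in the HZ, 65 in the PZ. That minimum also gave genes differing between bones in both species at 108 in the HZ, 45 in the PZ, shared higher genes at 187 in the mouse HZ, 33 in the mouse PZ, 123 in the rat HZ, shared lower genes at 51 in the mouse HZ, 57 in the rat HZ, 19 in the rat PZ, senescence calls above 4-fold at 15, r across species, age in rat and bone in mouse, PZ of 0.07051 (permutation p = 0.119). Bglap in the rat PZ no longer rose with the marrow scores, from 5.62 to -0.02011 on the log2 scale.

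With no fold minimum, genes changed with age numbered 2366 in the mouse HZ, 1304 in the mouse PZ, 1615 in the rat HZ, 1890 in the rat PZ, genes differing between bones numbered 2886 in the mouse HZ, 775 in the mouse PZ, 4236 in the rat HZ, genes changed with age in both species numbered 346 in the HZ, 388 in the PZ. No minimum also gave genes differing between bones in both species at 866 in the HZ, 188 in the PZ, shared higher genes at 483 in the rat HZ, shared lower genes at 569 in the mouse HZ, 35 in the mouse PZ, 485 in the rat HZ, 75 in the rat PZ. With a pseudocount of 4, shared lower genes numbered 37 in the mouse PZ. With no filter on low values, shared lower genes numbered 55 in the mouse PZ. With a filter of 50, r across species, age in rat and bone in mouse, PZ was 0.05889 (permutation p = 0.123). With quantile normalization, shared higher genes numbered 124 in the mouse HZ, shared lower genes numbered 37 in the mouse PZ. With the 1-week tibia libraries divided between the comparisons (medians), shared higher genes numbered 89.5 in the mouse HZ, 29.5 in the mouse PZ, 106 in the rat HZ, 154 in the rat PZ, shared lower genes numbered 140 in the mouse HZ, 9 in the mouse PZ, 17 in the rat PZ.

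Some alternatives were added after seeing the data. In limma-voom on the recovered reads, genes differing between bones numbered 460 in the rat PZ, genes differing between bones in both species numbered 70 in the PZ, shared higher genes numbered 116 in the mouse HZ, 53 in the mouse PZ, 129 in the rat HZ, 123 in the rat PZ. Limma-voom also gave shared lower genes at 52 in the mouse PZ, r across species, age in rat and bone in mouse, PZ of 0.04748 (permutation p = 0.158). Without genes higher in HZ than in PZ, shared higher genes numbered 23 in the mouse PZ, 79 in the rat PZ, shared lower genes numbered 19 in the rat PZ, r over genes changed in both species, mouse PZ was 0.1456 (permutation p = 0.275). The rest also gave r across species, age in rat and bone in mouse, PZ of 0.01335 (permutation p = 0.792). Thinning reads to the depth of the shallowest library, and leaving out the libraries that stand apart (mouse 1-week tibia HZ replicate 1, rat 1-week phalanx PZ replicate 5), moved no count by over 1.5 times.

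Leaving out 1 library at a time gave r across species, age in mouse and bone in rat, PZ from 0.181 to 0.318, genes differing between bones in the mouse PZ from 322 to 553, r across species, age in rat and bone in mouse, PZ from 0.0198 to 0.184, genes differing between bones in both species in the PZ from 77 to 135, shared higher genes in the mouse PZ from 52 to 131, shared higher genes in the rat HZ from 150 to 419. For single genes, alternatives set beforehand kept direction and call in 4132 cases, ended it in 192, added it in 58 and gave the other sign, near 0, in 1. Omissions of a library kept 3465, ended 120 and added 31, and the alternatives added later kept 1047, ended 39 and added 12.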

Differences from the paper's values

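Which alternatives reach the paper's values was looked up only after the result was seen. Per its Methods, the paper compared groups in pairs with DESeq2. The fold changes here are differences of mean log2 values from limma fits of all groups of a species, so the measures are not alike. A fold change was taken to differ if it lay farther from the paper's than the gene's SD between libraries. For counts and correlations the leave-one-out error was used instead. Of 140 log2 fold changes in the paper's tables compared here, all had the same sign and 21 differed, as did 5 of 28 counts and correlations. The correlation over age-regulated genes was 0.517 in the mouse PZ, against about 0.39 in Fig. 3A, read by eye. For this figure's parts A and B the text states a 4-fold minimum. The paper's raw values for these parts hold age-regulated and bone-different genes together, from 2-fold. The correlations here are over age-regulated genes alone, so the gene sets are not alike. Over both kinds of genes together r was 0.399 in the mouse PZ and 0.544 in the rat PZ, which no longer differed. It was 0.68 in the rat HZ, which still differed. Above 4-fold the correlations were 0.572 in the mouse PZ, 0.686 in the rat PZ and 0.759 in the rat HZ and still differed. Of 16 alternatives set before the data were examined, 8 no longer differed, namely only the groups compared with a replicate block (0.488) or without (0.495), array quality weights (0.495), a filter of 50 (0.454), no fold minimum (0.478), age-regulated and bone-different genes together (0.399), all genes (0.31) and divided 1-week tibia libraries (0.412), as did leaving out 1-week phalanx replicate 2 (0.4813), and the others still did. It was 0.688 in the rat PZ, against about 0.56 in Fig. 3A, read by eye, and 2 of 16 no longer differed, age-regulated and bone-different genes together (0.544) and divided libraries (0.591). It was 0.774 in the rat HZ, against about 0.60 in Fig. 3B, read by eye, and 2 of 16 no longer differed, all genes (0.615) and divided libraries (0.596). Over genes changed in both species it was 0.795 in the rat HZ, against about 0.52 in Fig. 3H, read by eye, and none of 13 alternatives reached it (0.671 to 0.822 over all settings and omissions). Shared lower genes of the mouse PZ numbered 22, against about 36 in Fig. 3C, read by eye, also at the 2-fold minimum where the text states 4-fold (16 above 4-fold). Of 14 alternatives 3 no longer differed, no fold minimum (35), a pseudocount of 4 (37) and quantile normalization (37), as did leaving out 1-week tibia replicate 4 (25).

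For the genes below, the log2 fold change here comes with the paper's and with the alternatives set before the data were examined under which it no longer differs, and it still differed under all others. Each was larger in size here than in the paper. All but Ikzf3 in the mouse HZ no longer differed with a pseudocount of 4, so these differences depend on the pseudocount. They are not shown to be specific to the genes, and their cause was not tested. Epha3 between bones in the rat PZ was 3.94 here and 2.33 in the paper's table (2.37 with the marrow scores, 3.30 with a pseudocount of 4, also quantile normalization, and without 1-week phalanx replicate 1, 3 or 4 or 1-week tibia replicate 3 or 5, 3 of 12 alternatives). Fcmr with age in the mouse HZ was 5.67 here and 3.74 in the paper's table (4.70 with the marrow scores, 4.32 with a pseudocount of 4, 4.71 with quantile normalization, 3 of 12 alternatives). Hoxd13 between bones in the mouse HZ was 6.36 here and 4.71 in the paper's table (5.32 with a pseudocount of 4, 5.58 with quantile normalization, and without 1-week tibia replicate 2 or 4, 2 of 12 alternatives). Hoxd13 between bones in the mouse PZ was 8.32 here and 6.56 in the paper's table (7.25 with a pseudocount of 4, 1 of 12 alternatives). Ikzf3 with age in the mouse HZ was 5.26 here and 2.16 in the paper's table (2.51 with the marrow scores, 1 of 12 alternatives). Ikzf3 with age in the rat PZ was 4.82 here and 3.30 in the paper's table (3.90 with the marrow scores, 3.53 with a pseudocount of 4, 4.50 with quantile normalization, and without 1-week tibia replicate 2, 3 or 4 or 4-week tibia replicate 1 or 2, 3 of 12 alternatives). Irx2 between bones in the mouse PZ was 6.01 here and 4.76 in the paper's table (4.76 with a pseudocount of 4, and without 1-week phalanx replicate 1 or 1-week tibia replicate 4 or 5, 1 of 12 alternatives).

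Irx2 between bones in the rat PZ was 5.38 here and 3.41 in the paper's table (4.04 with a pseudocount of 4, 1 of 12 alternatives). Kcna2 with age in the rat PZ was 4.63 here and 3.09 in the paper's table (4.34 with array quality weights, 2.48 with the marrow scores, 3.53 with a pseudocount of 4, 4.30 with quantile normalization, and without 1-week tibia replicate 1 or 3 or 4-week tibia replicate 3, 4 of 12 alternatives). L1cam with age in the rat PZ was -3.79 here and -2.20 in the paper's table (-3.06 with array quality weights, -2.74 with a pseudocount of 4, and without 1-week tibia replicate 1 or 2 or 4-week tibia replicate 1 or 3, 2 of 12 alternatives). Lamc3 between bones in the rat HZ was 6.79 here and 4.18 in the paper's table (5.43 with a pseudocount of 4, 1 of 12 alternatives). Lhx2 between bones in the mouse HZ was 4.21 here and 2.39 in the paper's table (3.58 with a pseudocount of 4, 3.69 with quantile normalization, and without 1-week tibia replicate 3 or 5, 2 of 12 alternatives). Ms4a1 with age in the mouse HZ was 5.55 here and 3.14 in the paper's table (4.67 with the marrow scores, 4.49 with a pseudocount of 4, 4.71 with quantile normalization, 3 of 12 alternatives). Myh8 with age in the rat HZ was -6.75 here and -3.81 in the paper's table (-5.05 with a pseudocount of 4, 1 of 12 alternatives).

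Shox2 between bones in the mouse PZ was -8.10 here and -6.47 in the paper's table (-7.33 with a pseudocount of 4, and without 1-week phalanx replicate 4, 1 of 12 alternatives). Shox2 between bones in the rat PZ was -9.30 here and -8.51 in the paper's table (-8.66 with the marrow scores, -8.02 with a pseudocount of 4, -9.08 with quantile normalization, and without 1-week phalanx replicate 1 or 2, 3 of 12 alternatives). Six2 between bones in the mouse PZ was 6.17 here and 3.16 in the paper's table (4.47 with a pseudocount of 4, 1 of 11 alternatives). Six2 between bones in the rat PZ was 4.40 here and 2.68 in the paper's table (3.24 with the marrow scores, 3.67 with a pseudocount of 4, 3.90 with quantile normalization, and without 1-week phalanx replicate 4 or 1-week tibia replicate 2 or 3, 3 of 12 alternatives). Spib with age in the mouse HZ was 4.56 here and 2.38 in the paper's table (0.88 with the marrow scores, 4.09 with a pseudocount of 4, 4.23 with quantile normalization, and without 1-week tibia replicate 4 or 4-week tibia replicate 4 or 5, 3 of 12 alternatives). Spib with age in the rat HZ was 5.34 here and 3.27 in the paper's table (3.61 with the marrow scores, 4.82 with a pseudocount of 4, and without 1-week tibia replicate 1, 2 of 12 alternatives). Tbx5 between bones in the mouse PZ was 9.39 here and 7.58 in the paper's table (7.66 with a pseudocount of 4, 1 of 12 alternatives).

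Kcna2 in the rat PZ also no longer differed with thinned reads (4.40), chosen after seeing the values, which drops 3 of the 134 genes the paper calls that are called here.

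The paper lists 6 genes as differing that did not pass here, each with the same sign. Adamts4 between bones in the mouse PZ was 1.96 (adjusted p = 0.072 from limma), and passed without 1-week phalanx PZ replicate 5, without 1-week tibia PZ replicate 4 and with thinned reads, which were chosen after seeing the values and drop 3 of the paper's called genes. Bmp7 with age in the mouse HZ was -1.24 (adjusted p = 0.11), and passed with quantile normalization and without 1-week tibia HZ replicate 1, alone or with the other library that stands apart, which was chosen after seeing the values and drops 4 of the paper's called genes. Dkk3 between bones in the rat PZ was 1.82 (adjusted p = 0.11), and passed with only the groups compared, with or without a replicate block. Epha3 between bones in the mouse PZ was 1.68 (adjusted p = 0.11), and passed with only the groups compared, with or without the block, and in limma-voom, which was chosen after seeing the values and drops 10 of the paper's called genes. Tbx18 with age in the mouse PZ was -1.96 (adjusted p = 0.12), and passed with a pseudocount of 4, with only the groups compared, with or without the block, with array quality weights and in limma-voom, which was chosen after seeing the values and drops 10 of the paper's called genes. Wif1 between bones in the mouse HZ was 1.25 (adjusted p = 0.11), and passed with only the groups compared and without 1-week phalanx HZ replicate 5.

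The paper states that Adamts4 and Epha3 in the PZ and Panx2 and Fzd9 in the HZ are alike in the 1-week phalanx and the 4-week tibia. Here the rat phalanx differed from the 4-week tibia for Adamts4 (2.505, adjusted p = 0.023 from limma), Epha3 (6.63, adjusted p = 6.1e-06), Panx2 (-1.73, adjusted p = 0.0049) and Fzd9 (1.47, adjusted p = 0.038), and the mouse phalanx did not. The paper states that Wnt5a and Wnt5b are higher and Dkk3 lower in the tibia, without naming a zone. In the PZ here Wnt5a passed in the mouse (-1.46) and not in the rat (-0.56), Wnt5b in the rat (-1.11) and not in the mouse (-0.56), and Dkk3 in the mouse (3.75) and not in the rat (1.82), while in the HZ Wnt5b passed in both (-1.67 in the mouse, -1.91 in the rat). Shox2 (the paper writes Shox), Tbx5 and Hoxd13, stated to differ from the tibia at both ages, did so in both species.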

Other observations

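No test below was chosen only after the result was seen, apart from the choice of which lists to describe. In the phalanx PZ, genes of glycolysis and of the response to low oxygen were lower than in the tibia. Pgk1, a glycolytic enzyme gene, and Bnip3, a mitophagy gene induced by hypoxia, were lower in both species (log2 fold change -1.98 and -2.12 in the mouse, -1.34 and -1.60 in the rat), and Slc2a1, the glucose transporter gene, and Ldha, the lactate dehydrogenase gene, in the mouse (-1.82 and -1.34). At an adjusted p under 0.05 without a fold minimum, of 32 such genes in the mouse 19 were lower in the PZ and 15 lower and 1 higher in the HZ (21, and 17 and 2, when adjusted over the list alone, adjusted p = 0.0005 and 0.077 with an estimated correlation). Of 28 in the rat, 17 were lower in the PZ and 20 in the HZ (21 and 20 when adjusted over the list alone, adjusted p = 0.016 and 0.11). Markers of other cell types were higher in the same rat PZ comparison, 8 of 8 erythroid, 9 of 16 macrophage, 5 of 7 osteoclast, 4 of 9 neutrophil and 2 of 3 adipocyte genes. Of 22 genes of cholesterol synthesis, 18 were lower in the phalanx HZ in the mouse, where the list passed, and 15 in the rat, where it did not (18 and 15 when adjusted over the list alone, adjusted p = 0.034 and 0.2). They included Msmo1 and Mvd, enzyme genes of the pathway, in the mouse (-2.31 and -2.35), and Insig1, a regulator of the pathway, in both (-1.25 in the mouse, -1.51 in the rat).

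In the mouse phalanx PZ the list of perichondrium and fibroblast genes was higher, and in the rat it did not pass, nor did lists of bone or endothelial genes in either species. Of 14 perichondrium and fibroblast genes in the mouse, 7 were higher (10 when adjusted over the list alone, adjusted p = 0.0042 with an estimated correlation), with Postn, the periostin gene, at 3.00, Col6a2 at 1.73 and Col6a1 at 1.43. Of 11 in the rat, 4 were higher (4 higher and 1 lower when adjusted over the list alone, adjusted p = 0.16). Of 12 osteoblast and bone matrix genes in the mouse, 4 were higher (5 higher and 1 lower when adjusted over the list alone, adjusted p = 0.15), and of 10 in the rat 7 (8 higher and 1 lower, adjusted p = 0.058), with Dmp1, a bone matrix gene, at 4.06 and Ibsp, the bone sialoprotein gene, at 3.47 in the rat. Of 14 endothelial genes in the mouse, 7 were higher (10 when adjusted over the list alone, adjusted p = 0.12), with Eng, the endoglin gene, at 2.32 and Kdr, a receptor gene of vascular growth factor, at 1.91.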
